# Metatranscriptomics reveals metabolic adaptation and induction of virulence factors by *Haemophilus parasuis* during lung infection

**DOI:** 10.1186/s13567-015-0225-9

**Published:** 2015-09-23

**Authors:** Bernardo Bello-Ortí, Kate J. Howell, Alexander W. Tucker, Duncan J. Maskell, Virginia Aragon

## Abstract

*Haemophilus parasuis* is a common inhabitant of the upper respiratory tract of pigs, and the causative agent of Glässer’s disease. This disease is characterized by polyserositis and arthritis, produced by the severe inflammation caused by the systemic spread of the bacterium. After an initial colonization of the upper respiratory tract, *H. parasuis* enters the lung during the early stages of pig infection. In order to study gene expression at this location, we sequenced the ex vivo and in vivo *H. parasuis* Nagasaki transcriptome in the lung using a metatranscriptomic approach. Comparison of gene expression under these conditions with that found in conventional plate culture showed generally reduced expression of genes associated with anabolic and catabolic pathways, coupled with up-regulation of membrane-related genes involved in carbon acquisition, iron binding and pathogenesis. Some of the up-regulated membrane genes, including ABC transporters, virulence-associated autotransporters (*vtaA*s) and several hypothetical proteins, were only present in virulent *H. parasuis* strains, highlighting their significance as markers of disease potential. Finally, the analysis also revealed the presence of numerous antisense transcripts with possible roles in gene regulation. In summary, this data sheds some light on the scarcely studied in vivo transcriptome of *H. parasuis*, revealing nutritional virulence as an adaptive strategy for host survival, besides induction of classical virulence factors.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13567-015-0225-9) contains supplementary material, which is available to authorized users.

## Introduction

*Haemophilus parasuis* is the causative agent of Glässer’s disease, an infectious disease of pigs characterised by fibrinous polyserositis. Current strategies for disease control are based on rapid diagnostics, the use of antibiotics and to a lesser extent vaccines [1]. Antibiotics have been extensively used for this purpose, but current recommendations focus on reduction of their use to avoid the emergence of drug resistance [2-4]. Antibodies can control disease [5] in a mechanism that, at least in part, relies on opsonisation, which renders the virulent phagocytosis resistant strains susceptible to killing by alveolar macrophages [6]. Vaccines, as well as probiotics, are candidates to replace antimicrobials as preventive agents [7,8]. Virulence factors, especially those important for the initial stages of infection, are ideal targets for vaccine design in order to block the pathogenesis potential of bacteria. In that regard, some *H. parasuis* virulence factors have been reported in the literature, and were reviewed recently [9,10].

Numerous works have indirectly linked specific *H. parasuis* genes to its pathogenicity, but direct demonstration of their role during infection is still lacking. In addition, these studies have been typically driven by the homology to previously reported virulence factors in other bacterial species from the *Pasteurellaceae* family. Moreover, pathogenic mechanisms, such as immunomodulation or mechanisms for nutrient acquisition during host infection, could be linked to unsuspected virulence factors [11,12]. After intranasal inoculation, virulent *H. parasuis* can be detected in the lung, from where it can spread causing systemic infection, with the consequent severe inflammation [13,14]. In the lung, *H. parasuis* is detected inside macrophages and neutrophils, but also within epithelial cells [14]. Survival of *H. parasuis* in the lung environment seems to be linked to phagocytosis resistance capacity of the strain, but other unknown virulence mechanisms cannot be ruled out [14,15]. To address this issue, in vivo approaches coupled with hypothesis generating strategies, such as high-throughput RNA sequencing (RNA-seq), could add additional insight into *H. parasuis* pathogenic mechanisms. To our knowledge, no studies have been reported regarding transcriptomic analysis of *H. parasuis* during infection. Few papers have been published in the *Pasteurellaceae* family, but only Jorth et al. [16] applied high-resolution transcriptomics [16-19]. To fill this gap in *H. parasuis* infection control, we used a metatranscriptomic approach to study *H. parasuis* pathogenesis in the pig lung. Gene expression profiling, and more recently RNA-seq, has been established as the *de facto* gold standard technique to tackle the survival strategies of numerous bacterial pathogens [20-22]. The specific objective of this work was to study *H. parasuis* gene expression during lung infection, with a special focus on previously reported virulence factors [10]. We found that *H. parasuis* changes its global gene expression during lung infection. A down-regulation of *H. parasuis* metabolism in the lung was accompanied by the induction of the expression of known virulence-factors together with genes of unknown function.

## Materials and methods

### RNA samples and sequencing

The virulent *H. parasuis* Nagasaki strain was chosen for transcriptomic analysis [GenBank: ANKT01000000]. This strain was originally isolated from the meninges of a pig with a systemic infection by *H. parasuis* in Japan. Gene annotations are based on previous analysis [23]. Further pathway inspection was performed with Integrated Microbial Genomes (IMG) [24] and BioCyc [25].

Animal experiments were performed in accordance with the regulations required by the Ethics Commission in Animal Experimentation of the Generalitat de Catalunya (Approved Protocol number 5796).

To examine gene expression during lung infection, ex vivo incubation of the bacteria in porcine lungs was carried out. Nagasaki grown overnight on chocolate agar plates was resuspended in a final volume of 20 mL sterile PBS (aprox. 10^7^ CFU/mL). A healthy 6 week old pig was euthanised and lungs were extracted under sterile conditions and transported to the laboratory, where they were inoculated with the bacterial suspension. After 2 h of incubation at 37 °C with 5% CO_2_, bacteria were recovered from the lung by lavage with 100 mL of cold sterile PBS. Colony counts were performed before and after incubation. Next, the brochoalveolar lavage fluid (BALF) was subjected to differential centrifugation to eliminate pulmonary cells (460 × *g*, 10 min) and recover bacteria in a second centrifugation (3220 × *g*, 20 min). The bacterial pellet was processed for RNA extraction following two previously described hot phenol extractions [26]. The protocol included depletion of host and bacterial rRNA with a Ribo-Zero kit (Epicentre). This bacterial RNA sample is referred to as the ex vivo sample for simplicity through the rest of the text. A sequencing library was generated using an Ion Torrent RNA-Seq v2 kit (Life Technologies) and RNA was sequenced using an Ion Torrent PGM instrument (Life Technologies) with an Ion 316 chip (Life technologies) at the Centre for Research in Agricultural Genomics (CRAG, Campus de Bellaterra-UAB, Spain). RNA from the Nagasaki strain grown overnight on chocolate agar plates was purified and sequenced in the same manner and served as the control. A replicate of the complete experiment was processed in the same manner.

To assess the validity of the ex vivo model, RNA was obtained from Nagasaki recovered from the lungs of a pig after a short in vivo infection. Nagasaki grown overnight at 37 °C and 5% CO_2_ on chocolate agar plates was resuspended in 20 mL of PBS (aprox. 10^7^ CFU/mL). This bacterial suspension was intratracheally inoculated in a 6 week old pig. A second pig was mock inoculated with the same quantity of PBS. After two hours, the two pigs were euthanized and lungs were processed as above to obtain a bacterial pellet. This bacterial sample is referred to as the in vivo sample for simplicity through the rest of the text. The pellets from the low speed centrifugation containing alveolar macrophages were processed to study the expression of surface markers CD163, sialoadhesin (or CD169), SLAI and SLAII by flow cytometry following a previously described protocol [27]. Bacterial RNA was purified as above and libraries were generated using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina®. Sequencing in one paired-end Illumina MiSeq run was performed at the Institut de Biotecnologia i Biomedicina (IBB, Campus de Bellaterra-UAB, Spain). RNA from the Nagasaki strain grown overnight on chocolate agar plates was purified and sequenced in the same manner and served as the control. The NEBNext Ultra Directional kit uses the dUTP method to preserve “directionality of the library”.

### Transcriptomic analysis

RNA-seq analysis was based on the *H. parasuis* Nagasaki draft genome. The genome is 2.3 Mb in length and was assembled in 47 scaffolds [23]. The Nagasaki genome encodes 2260 protein-coding genes (with 40 additional putative pseudogenes): 329 annotated as transporters, 754 connected to KEGG pathways and 1418 to KEGG orthology (KO), 1571 are COG annotated and 1918 associated to Pfam. This information is available in IMG.

For both in vivo and ex vivo experiments*,* bioinformatic analysis was performed following the count-based differential expression method [28], with some modifications [26]. The procedure was the same as that used previously; however, BWA aligner v0.7.9a-r786 was used [29] and minimum mapping quality (MAPQ) was increased to 20. SAMStat was used to get additional mapping statistics [30]. Only protein coding genes with one or more counts per million (cpm) in at least one of the samples compared were used. EdgeR tool was chosen for differential gene expression, defining differentially expressed genes at *FDR* < 0.05. EdgeR biological coefficient of variation (BCV) was calculated using the data from the ex vivo experiment, and was also used to analyse the in vivo data. Enrichments were performed using the BLAST2GO built-in tool [31], using *P* < 0.05 as the threshold. Enrichment results were further processed using the REVIGO online tool [32].

In an attempt to detect putative virulence factors, up-regulated genes in the in vivo or ex vivo experiments compared to agar plate growth were further analysed. Transmembrane domains and the presence of signal peptide motifs were predicted using Phobius [33]. In addition, the presence of these membrane-related genes in a database containing 10 virulent and 14 non-virulent isolates of *H. parasuis* was also studied. This database contains some of the *H. parasuis* genomes that were recently published [34] [EMBL:ERS132054- EMBL:ERS132066, EMBL:ERS132069, EMBL:ERS132073, EMBL:ERS132075, EMBL:ERS132076, EMBL:ERS132078- EMBL:ERS132084]. Automated genome annotation was performed by Howell et al. [34]. The predicted proteome of Nagasaki was compared against the database of *H. parasuis* proteins using BLASTP with a cut-off value of E = 1 × 10–5. Proteomes were parsed from GenBank files using a Biopython script. The settings to define homology were the following: identities ≥ 90% and query coverage ≥ 80% per high-scoring segment pair (HSP). All transcriptomic data were deposited in the Gene Expression Omnibus database [GEO: GSE63851].

Non-coding RNA (ncRNA) were also examined. Read mapping to the complement strand were analysed with the same pipeline as the sense reads, including differential expression and enrichment. Antisense RNA (asRNAs) have been reported in the literature overlapping more than one gene, but also partially overlapping the target gene, commonly known as *cis*-encoded sRNA. For simplicity, in this study we took one gene as the unit of analysis, and therefore we did not take into account the possible overlap of an asRNA with more than one gene. Reverse transcription (RT)-PCR was performed to validate four asRNA using SuperScriptTM III Reverse Transcriptase (Life Technologies). Only a forward primer was used in the RT step. Each putative asRNA was validated in plate and in vivo RNA samples, using Nagasaki DNA as a positive control. To ensure DNA absence, samples without prior reverse transcription were also amplified.

### RT-qPCR

To validate in vivo and ex vivo RNA-seq runs, primers were designed for selected genes (listed in Additional file 1). Also, some putative virulence factors were validated in these two samples, as well as in additional in vivo samples from a previous experiment [27]. Briefly, snatch-farrowed colostrum-deprived piglets were intranasally inoculated with 5 × 10^6^ CFU of Nagasaki. After 1, 2 and 3 days post infection (dpi), pigs were euthanized and lungs were recovered. Bronchoalveolar lavage was performed and bacteria were obtained for RNA purification as described above. Samples were retrotranscribed using SuperScript® VILO™ Master Mix (Life Technologies). qPCR were performed in triplicates in the 7500 Fast Real-Time PCR System with SYBR® Green Real-Time PCR Master Mix (Life Technologies). Each sample belonged to one animal at the specific time post infection. Expression of the selected genes was compared to plate culture. The results were analysed using the ΔΔC_t_ method.

## Results

As a facultative anaerobe, *H. parasuis* Nagasaki is expected to have the ability to generate energy via fermentation or respiration. In fact, when metabolic pathways were inspected using IMG and BioCyc databases, genes involved in both aerobic and anaerobic respiration were detected (oxygen and nitrate as terminal electron acceptors), as well as formate and acetate fermentation genes. Sugar transport systems such as ATP-binding cassette (ABC) transport complexes and phosphotransferase systems (PTS) were encoded in its genome, as well as the genes associated to glycolysis, gluconeogenesis, tricarboxylic acid (TCA) cycle and the pentose phosphate pathway. From the anabolic side, pathways for the biosynthesis of amino acids, nucleotides, cofactors, fatty acids as well as heme were present. Natural competence, adherence and secretion capabilities, lipooligosaccharide (LOS) biosynthesis, proteases and iron acquisition completed the repertoire of genes that should give the Nagasaki strain the potential to colonize and survive during host infection.

In order to mine RNA-seq results, a custom GO term database was built to include more functionally annotated genes and therefore be potentially more suitable for pathway mining than the KEGG annotations assigned by IMG. Using this custom database, at least one GO term was assigned to 74% of the 2260 protein coding genes. A good GO level distribution (mean level = 6.8; SD = 2.7) and more than 8000 annotations were used for pathway mining. Since 25% of the genes did not have any associated GO term, they were not taken into account when performing enrichments, and a separate analysis had to be performed to mine possible up-regulated membrane-related genes.

### RNA-seq run statistics

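The ex vivo experiment compared the Nagasaki strain recovered from porcine lungs after 2 h of incubation with the same strain grown on chocolate agar plates. The complete experiment was performed 2 times, so that each condition had 2 replicates and each ex vivo sample had a plate sample of its own. RNA depleted of rRNA was sequenced with Ion Torrent. The authors aligned the reads to the Nagasaki draft genome with BWA, applied a minimum mapping quality and deposited the number of reads counted on each protein-coding gene and each strand, as raw counts without normalization. The files list 2260 genes by locus tag, and the paper's tables and additional files pair 2213 of them with a product name. Counts on the strand of the gene are called sense counts and those on the complement strand antisense counts. The plate replicates 1 and 2 held 4089738 and 1328941 sense counts. That of plate replicate 1 is above the range of reads the paper gives for these plate samples, and the reason is not known. The ex vivo replicates 1 and 2 held 1606482 and 2001001 sense counts. At these depths, a floor of 3 counts corresponded to between 0.734 and 2.26 cpm. A single gene, HPNK_11217, annotated as a hypothetical protein, held 20.4% of the sense counts of plate replicate 1 (Wilson 95% confidence interval 20.3 to 20.4%) and 14.0% of those of plate replicate 2 (14.0 to 14.1%). The gene with the most counts held 2.45% in ex vivo replicate 1 (2.43 to 2.48%) and 2.29% in ex vivo replicate 2 (2.27 to 2.31%). Such intervals cover counting error only, since the reads carried no molecular identifiers.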

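For differential expression, genes with at least 1 cpm in at least one of the 4 samples were kept, as in the paper, and 2196 of the 2260 genes passed. Library sizes were corrected for composition with edgeR's TMM method, which gave factors of 0.819 and 1.01 for the plate replicates and 1.14 and 1.06 for the ex vivo replicates. Because the paper's text does not name which edgeR test was used, the quasi-likelihood test was chosen, with Benjamini-Hochberg adjustment. Genes with *FDR* under 0.05 were counted as DEG. Spearman correlations of counts across genes, which are not independent replicates, were 0.960 between the plate replicates and 0.971 between the ex vivo replicates. Between ex vivo and plate samples they ranged from 0.797 to 0.864.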

A range of 2.8-3.2 M and 2.6-3.7 M reads were obtained with Ion Torrent from the ex vivo samples and the corresponding plate samples, respectively. Alignment to the Nagasaki genome was successful for 53-87% of the reads from the ex vivo samples and 61-90% of the reads from the pure plate cultures. To perform differential expression, BCV was calculated and a value of 0.3 was obtained. 

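The common BCV, the square root of edgeR's common dispersion, was 0.326 over the 4 Ion Torrent samples. It was 0.302 when the replicate number was added to the model as a block, so that each ex vivo sample was compared with its own plate sample. With each replicate left out in turn, the BCV ranged from 0.286 to 0.353. The lowest values were obtained without either plate replicate, and the highest without either ex vivo replicate. Restricting the genes to those with at least 10 counts in every sample gave a BCV of 0.315.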

Differential expression analysis of the ex vivo samples revealed 765 differentially expressed genes (DEG) with statistical significance (*FDR* < 0.05). From these, 393 were up-regulated and 372 down-regulated after 2 h incubation in lung explants (Figure 1A and Additional file 2A). 

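Of the 2196 genes tested, 724 were DEG, with 372 up-regulated and 352 down-regulated after ex vivo incubation. Of all genes tested, 946 had an unadjusted p-value under 0.05, and 164 had *FDR* under 0.001. The change had the same sign in both pairs of ex vivo and plate samples for 99.7% of the DEG. Across genes, the log2 ratios of the pairs had a Spearman correlation of 0.759. With edgeR's exact test and a common dispersion, 393 genes were up-regulated and 375 down-regulated. With the replicate block, 408 genes were up-regulated and 393 down-regulated. Among the other settings, subtracting each gene's antisense counts from its sense counts moved the number of up-regulated genes most, to 200. For the down-regulated genes the largest move, to 202, came from *FDR* under 0.01. At least 2-fold changes, without a test, were found upwards for 516 genes and downwards for 473. These numbers ranged from 477 to 534 and from 450 to 539 with each replicate left out in turn. Among the DEG, the largest increases belonged to anthranilate synthase component II (HPNK_06845), anthranilate synthase component I (HPNK_06850) and the glycerol-3-phosphate transporter (HPNK_02209). An enoyl-CoA hydratase-like protein (HPNK_03073) had the largest decrease, with a log2 fold change of -6.31 (standard error 1.79, *FDR* 0.0165). It had 10 and 9 sense counts in the plate samples and 0 in both ex vivo samples, where its antisense counts were 27 and 94, and it was not a DEG after antisense counts were subtracted (-4.60).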

RNA-seq results were validated by RT-qPCR using selected genes belonging to key altered pathways, such as cofactor biosynthesis (6-pyruvoyl tetrahydrobiopterin synthase), TCA cycle (type II citrate synthase), phenylalanine, tyrosine and tryptophan biosynthesis (anthranilate synthase component II), heme export (heme exporter protein D), mannose transport (PTS system mannose-specific transporter subunit IID) and nutrient transport (ABC transporter inner membrane subunit), with the latter also being a putative virulence factor (Table 1). Differential gene expression was confirmed with a significant correlation between RT-qPCR and RNA-seq (*r* = 0.95, *P* < 0.05).

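RT-qPCR values were taken from Table 1 of the paper and compared with the log2 fold changes computed from the counts. For the 6 genes of key pathways, Pearson's r across genes was 0.960 (exact permutation of the pairings, two-sided p = 0.00694). Spearman's rho was 0.943 (exact permutation, two-sided p = 0.0167). Both measures had the same sign for 6 of the 6 genes. Genes are not independent replicates, and this was the only comparison with RT-qPCR for which p-values were computed, because the in vivo experiment had no replicates. Without the 2 genes farthest from the median of the RT-qPCR values, r was 0.942 over 4 genes (exact permutation p = 0.167). With each replicate left out in turn, r ranged from 0.947 to 0.967. Expressing the fold changes relative to the reference genes subtracts a constant and cannot change r. The 4 reference genes used ex vivo had absolute log2 fold changes of at most 0.72 in the counts. The fold changes of the target genes ranged from 9.10 on the log2 scale for anthranilate synthase component II (HPNK_06845) to -4.67 for type II citrate synthase (HPNK_05784).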

**Figure 1:**
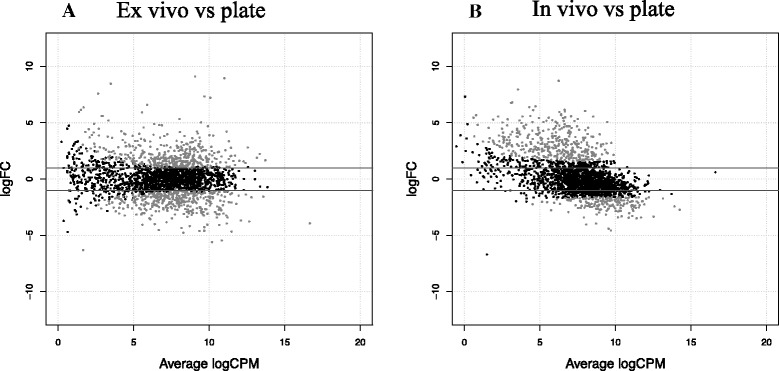
**MA plots generated by EdgeR.** Transcript expression profiles in the two comparisons performed: ex vivo vs plate culture (**A**) and in vivo vs plate culture (**B**). For each gene, log_2_(fold change) between the two conditions is plotted (M, y axis) against the gene’s log_2_(average expression) in the two samples (**A**, x axis). Horizontal lines indicate 2-fold changes. Grey dots highlight the genes at 5% *FDR*.

**Table 1:** **Genes whose expression was validated using RT-qPCR with purified RNA from** ***H. parasuis*** **Nagasaki recovered after 2 h incubation in lung explants (ex vivo), 2 h after intratracheal infection (in vivo) and lung samples from a time-course intranasal infection (1 dpi, 2 dpi and 3 dpi)**

**Locus tag**	**Gene type**	**RT-qPCR** ^**1**^					ᅟ	**RNAseq**	
		**ex vivo**	**in vivo**	**1 dpi**	**2 dpi**	**3 dpi**	**Product**	**ex vivo**	**in vivo**
								**logFC**	**logFC**
HPNK_10441	Virulence factor	ND^2^	4.8	4.2	3.7	4.6	ABC transporter, permease protein	4.2	4.0
HPNK_06205	Virulence factor	ND	4.9	4.6	2.9	4.9	Hypothetical protein	2.1	6.0
HPNK_09829	Virulence factor	ND	3.6	4.1	1.4	3.3	Hypothetical protein	5.2	2.8
HPNK_10446	Virulence factor	ND	3.3	3.5	2.4	3.1	Hypothetical protein	3.1	5.5
HPNK_11461	Virulence factor	ND	5.2	2.1	2.2	2.9	Hypothetical protein	1.8	3.8
HPNK_06565	Virulence factor	ND	5.4	HC_T_^3^	HC_T_	3.7	Na+/H+ antiporter NhaC	2.3	3.3
HPNK_01698	Virulence factor	ND	4.1	3.8	3.2	3.0	VtaA2	1.6	3.1
HPNK_03728	Key pathway	2.3	5.0	ND	ND	ND	6-pyruvoyl tetrahydrobiopterin synthase	2.6	1.7
HPNK_08953	Key pathway	4.3	2.4	ND	ND	ND	ABC transporter inner membrane subunit	7.3	3.4
HPNK_06845	Key pathway	3.9	5.3	ND	ND	ND	Anthranilate synthase component II	9.1	1.8
HPNK_01064	Key pathway	1.3	5.9	ND	ND	ND	Heme exporter protein D	1.2	2.0
HPNK_10256	Key pathway	−2.8	0.6	ND	ND	ND	PTS mannose-specific transporter subunit	−3.2	−1.9
HPNK_05784	Key pathway	−4.2	−0.6	ND	ND	ND	Type II citrate synthase	−4.7	−3.4
HPNK_02274	Reference	ND	-	-	-	-	BirA repressor	−0.1	−0.1
HPNK_07913	Reference	ND	-	-	-	-	MurE ligase	−0.1	0.1
HPNK_00732	Reference	-	ND	ND	ND	ND	50S ribosomal protein L5	−0.5	−1.7
HPNK_07703	Reference	-	ND	ND	ND	ND	Translocation protein TolB	−0.2	−0.4
HPNK_09689	Reference	-	ND	ND	ND	ND	50S ribosomal protein L2	0.7	−0.6
HPNK_01728	Reference	-	ND	ND	ND	ND	pyruvate dehydrogenase subunit E1	0.0	−1.7

^1^log2 fold changes; ^2^Not determined; ^3^the gene was amplified but the high CT values obtained were not sufficient to calculate differential expression.

For the in vivo experiment, high-resolution Illumina sequencing was chosen. 

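The in vivo experiment compared 1 sample of Nagasaki recovered by lavage from the lungs of a pig 2 h after intratracheal inoculation with 1 sample of the same strain grown on chocolate agar plates. Both libraries were made with a kit that keeps the strand through the dUTP method and were sequenced on an Illumina MiSeq. The authors aligned the reads with BWA and deposited raw counts per gene and strand, as for the ex vivo experiment. In dUTP libraries the strand settings are inverted, and the sense counts were taken accordingly. On the 2260 genes, the plate sample held 9610142 sense counts and the in vivo sample 759406. The floor of 3 counts corresponded to 0.312 cpm in the plate sample and to 3.95 cpm in the in vivo sample. Gene HPNK_11217 held 6.67% of the sense counts on plate (Wilson 95% confidence interval 6.66 to 6.69%) and 14.4% in vivo (14.3 to 14.5%). The TMM factors were 0.839 for the plate sample and 1.19 for the in vivo sample. Since each condition had a single sample, no replicate error could be estimated. The BCV was therefore fixed at 0.3 and the threshold set at 0.05 on *FDR*, as in the paper. The test was edgeR's exact test, a choice made here because the paper's text names none. The DEG compare 2 libraries, and no p-values are given for single genes of the in vivo experiment.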

A total of 18 M and 15 M reads were obtained for the in vivo sample and the corresponding plate sample, respectively. From the total, 15% and 83% mapped to the Nagasaki genome, for in vivo and plate culture, respectively. This 15% accounted for 2.7 M reads that mapped to the Nagasaki genome from the total in vivo reads. To perform differential expression, a BCV of 0.3 was used, as obtained with the ex vivo data. 

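With the BCV fixed at 0.3, 543 of the 2234 genes tested were DEG between the in vivo sample and its plate sample. Of these, 370 were up-regulated and 173 down-regulated. The numbers depended on the BCV that was assumed. A BCV of 0.2 gave 565 up-regulated and 433 down-regulated genes, and a BCV of 0.4 gave 250 and 48. The same test applied to pairs of libraries of one condition found 23 DEG between the plate replicates of the ex vivo experiment and 1 between the ex vivo replicates. Between the plate sample of the in vivo experiment and each of the Ion Torrent plate replicates it found 71 and 6. Among the DEG, the largest increases were found for the hypothetical proteins HPNK_06730, with a log2 fold change of 8.72, and HPNK_04137, with 7.95. Gene HPNK_06730 had 3 sense counts on plate and 152 in vivo, and HPNK_04137 had 1 and 34. A putative lytic protein Rz1 (HPNK_11546) followed with a log2 fold change of 6.81. The largest decreases among the DEG were found for subunits IID (HPNK_08308, log2 fold change -4.56) and IIC (HPNK_08313, -4.40) of a PTS system and for a monothiol glutaredoxin-like protein (HPNK_05289, -4.03).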

Differential expression analysis between both samples yielded 542 DEG: 369 were up-regulated and 173 down-regulated after 2 h pig infection (Figure 1B and Additional file 2B). The differential expression was validated by RT-qPCR with the same genes used for the ex vivo experiment (Table 1). 

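In the in vivo sample, Pearson's r across the 6 key genes was 0.778 between the RT-qPCR values of Table 1 and the log2 fold changes computed from the counts. Spearman's rho was 0.657. No p-value is given, since the fold changes rest on 1 library per condition. Both measures had the same sign for 5 of the 6 genes. When the 2 genes farthest from the median of the RT-qPCR values were left out, r over the 4 that remained was -0.913, so the positive correlation rests on those 2 genes. The 2 reference genes used in vivo had absolute log2 fold changes of at most 0.09 in the counts. Type II citrate synthase (HPNK_05784) and the mannose-specific PTS subunit IID (HPNK_10256) had the negative log2 fold changes of the set, -3.41 and -1.92. The other 4 genes ranged from 1.71 for 6-pyruvoyl tetrahydrobiopterin synthase (HPNK_03728) to 3.40 for the ABC transporter inner membrane subunit (HPNK_08953).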

The correlation between the results by RT-qPCR and RNAseq was lower in this case but still statistically significant (*r* = 0.8, *P* < 0.05).

### Differential gene expression and enrichment

Gene set enrichments for housekeeping, up-regulated and down-regulated genes were performed in order to have an overview of *H. parasuis* transcriptomic response in the lung. 

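Of the 2196 genes tested ex vivo, 1472 did not reach *FDR* under 0.05. For these genes a change was not detected with 2 replicates per condition. Of the 1472, those with a GO term listed in Additional file 3 numbered 928, out of 1424 tested genes with a listed term, and these 1424 served as the background for the ex vivo enrichments. The sheets of that file list 616 terms, and all members are listed for 435 of them. Only terms with all members listed were tested. Terms whose list of genes is shortened in the file added the members it lists to the background.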

With regards to the ex vivo incubation, analysis revealed 1430 genes whose expression remained constant with respect to their expression on agar plate. These stable genes were mainly related to intracellular processes, as evidenced by the enriched GO term “metabolic process”, encompassing the majority of the genes associated to biosynthetic processes. Among them, the most representative categories were amino sugar metabolism and other metabolic processes involved in amino acid, nucleic acid or ncRNA. Interestingly, some processes related to cell wall biogenesis were also constant, such as phospholipid, peptidoglycan and lipooligosaccharide biosynthetic processes, including lipid A metabolic process (Additional file 3A). 

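Among the 22 tested genes listed for peptidoglycan biosynthetic process, 22 were unchanged ex vivo, against 14.3 expected from the background of 1424 genes. The odds ratio was 24.6, with 0.5 added to each cell because one cell was empty (one-sided Fisher's exact test, p = 7.42e-05, Benjamini-Hochberg adjusted 1.73e-04 over the 7 ex vivo terms tested). The terms are those the paper reports from the same counts, so that the p-values of GO terms describe the sets and are not independent evidence of enrichment. The median log2 fold change of the 22 genes was 0.32. By product name, the 2 lipid A genes had log2 fold changes of -0.10 and 0.16 ex vivo, and neither was a DEG. Of 10 genes with a polysaccharide-related product, 2 were up-regulated ex vivo and 0 down-regulated, with log2 fold changes from -0.52 to 1.76.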

Among the up-regulated genes in ex vivo conditions, GO enrichment revealed that genes related to “transporter activity”, within the “membrane” category, were enriched, as was also found in the in vivo experiment (see below). Some of these membrane-related genes were associated to pathogenesis functions (Additional file 4). 

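Of 53 tested genes listed for tRNA processing, 20 were up-regulated ex vivo and 1 was down-regulated, against 9.53 expected among the up-regulated genes. The odds ratio was 2.91 (one-sided Fisher's exact test, p = 4.18e-04, adjusted 5.86e-04). The median log2 fold change of the 53 genes was 0.63, higher than in 99.9% of 10000 random lists of genes matched for expression.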

Other ex vivo GO terms within the up-regulated genes were related to RNA processing, nucleic acid metabolic process, RNA metabolic process, including 21 genes related to tRNA processing (Additional file 3B). Among the most induced genes (*FDR* < 0.001) were: anthranilate synthase components I and II, glycerol-3-phosphate transporter, 2 hypothetical proteins, ABC transporter inner membrane subunit, anthranilate phosphoribosyltransferase, phage capsid scaffolding protein, and phage phi-c31 gp35-like protein. 

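Anthranilate synthase component I (HPNK_06850) had a log2 fold change of 8.95 and component II (HPNK_06845) of 9.10, both with *FDR* 7.56e-07. The anthranilate phosphoribosyltransferase (HPNK_06840) followed with 7.22 (*FDR* 1.16e-05). For the ABC transporter inner membrane subunit (HPNK_08953), the log2 fold change was 7.36 (standard error 0.66, *FDR* 1.30e-05), from 10.6 ± 7.02 normalized cpm on plate to 1627 ± 808 ex vivo (SD, n = 2). The glycerol-3-phosphate transporter (HPNK_02209) had 0 sense counts in both plate samples and 23 and 60 ex vivo, and its log2 fold change of 8.47 (standard error 1.32, *FDR* 4.54e-04) therefore depends on the count that edgeR adds before taking logarithms. Its antisense counts ex vivo, 55 and 110, were higher than its sense counts. The phage capsid scaffolding protein (HPNK_03203) rose from 1.41 ± 1.15 normalized cpm on plate to 115 ± 22.3 ex vivo (SD, n = 2), a log2 fold change of 6.58 (*FDR* 3.74e-05). The phage phi-c31 gp35-like protein (HPNK_05919) had 1 and 0 counts on plate and 12 and 40 ex vivo, a log2 fold change of 5.60 (standard error 1.14, *FDR* 0.00221).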

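The 3 genes annotated with anthranilate metabolism lie next to each other in the order of the locus tags. Component I of anthranilate synthase (HPNK_06850) rose from 7.97 ± 1.82 normalized cpm on plate to 4079 ± 770 ex vivo (SD, n = 2), a log2 fold change of 8.95 with a standard error of 0.61. Component II (HPNK_06845) rose from 1.79 ± 0.427 to 1065 ± 245 cpm, a log2 fold change of 9.10 (standard error 0.59). The phosphoribosyltransferase (HPNK_06840) rose from 14.4 ± 2.69 to 2129 ± 1310 cpm, a log2 fold change of 7.22 (standard error 0.62). The increase was far larger than the spread between replicates in each case. With each replicate left out in turn, the log2 fold changes stayed between 8.72 and 9.20, between 8.84 and 9.38 and between 6.40 and 7.74, respectively.

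**Figure D1:**
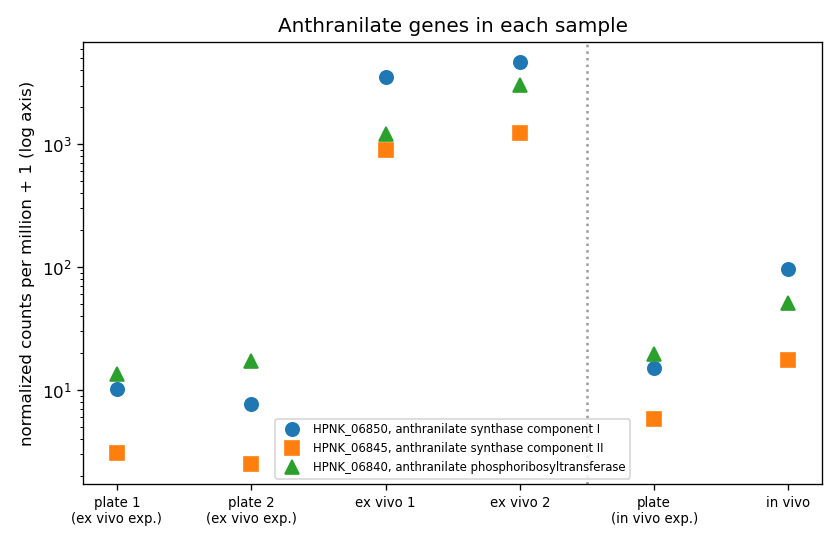
Normalized cpm plus 1, on a log axis, of HPNK_06850, HPNK_06845 and HPNK_06840 in each of the 6 samples, with the Ion Torrent samples left of the dotted line and the Illumina samples right of it, each normalized within its experiment. On plate the points lie below 20, ex vivo they lie between 892 and 4623 before 1 is added, and in vivo the highest is 96.2.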

Notably, a high induction (>64 fold) of the operon related to anthranilate metabolism was observed after ex vivo incubation. 

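In the in vivo comparison, component I of anthranilate synthase (HPNK_06850) had a log2 fold change of 2.76 and was a DEG. Component II (HPNK_06845), with 1.77, and the phosphoribosyltransferase (HPNK_06840), with 1.41, did not reach *FDR* under 0.05. By RT-qPCR the paper found component II increased in vivo. Without the composition correction, the log2 fold changes of HPNK_06845 and HPNK_06840 were 2.28 and 1.91, and both were called up-regulated, so that all 3 genes were DEG. The counts behind these values were 114 on plate and 87 in vivo for component I, 39 and 15 for component II, and 151 and 45 for the phosphoribosyltransferase. In the in vivo sample the antisense counts of the genes, 188, 95 and 126, were higher than their sense counts. The same held in the Illumina plate sample, with 439, 273 and 1015 antisense counts, so the excess was not particular to the lung.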

Anthranilate is a key intermediate in aromatic amino acid biosynthesis and pyruvate production, and induction of its operon was also observed after in vivo infection (see below). On the contrary, the GO terms overrepresented among the set of down-regulated genes were related to intracellular pathways, with metabolism as the most represented, evidenced by the presence of GO terms related to stress response, sugar and ion transport, carbohydrate catabolism, tricarboxylic acid (TCA) cycle, nucleoside biosynthetic process, glyoxylate metabolic process and dicarboxylic acid metabolic process (Additional file 3C). 

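Among genes listed for the tricarboxylic acid cycle, 15 of the 20 tested were down-regulated ex vivo and 1 up-regulated, with 3.37 down-regulated genes expected (odds ratio 15.7, one-sided Fisher's exact test, p = 1.19e-08, adjusted 8.36e-08). The phosphoenolpyruvate-dependent sugar phosphotransferase system had 11 down-regulated of 15 genes (odds ratio 14.2, Fisher's exact p = 1.84e-06, adjusted 6.45e-06). For the glyoxylate metabolic process, 8 of 16 genes were down-regulated and 3 up-regulated (odds ratio 5.07, Fisher's exact p = 0.00217, adjusted 0.00254). The carbohydrate catabolic process had 15 down-regulated and 6 up-regulated of 47 genes (odds ratio 2.40, Fisher's exact p = 0.00739, adjusted 0.00739). The median log2 fold changes of the 4 sets were -1.79, -2.68, -1.23 and -0.30. The largest move among the alternatives of these 4 terms was that of the phosphotransferase system, whose odds ratio was 5.72 after antisense counts were subtracted.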

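The long-chain fatty acid transport protein P1 (HPNK_07508) fell from 2278 ± 1131 normalized cpm on plate to 47.0 ± 13.2 ex vivo (SD, n = 2), a log2 fold change of -5.60 (standard error 0.55, *FDR* 2.59e-05). MglB (HPNK_01534) had a log2 fold change of -5.45 (standard error 0.50, *FDR* 1.31e-05) and CspD (HPNK_07038) of -4.76 (standard error 0.58, *FDR* 7.68e-05). The log2 fold change of type II citrate synthase (HPNK_05784) was -4.67 (standard error 0.55, *FDR* 5.76e-05). Universal stress protein A (HPNK_01409), the maltose ABC transporter periplasmic protein (HPNK_08528) and the sigma 54 modulation protein (HPNK_05524) had log2 fold changes of -4.61, -4.59 and -4.57, with *FDR* of 3.74e-05, 3.79e-05 and 9.53e-05. With each replicate left out in turn, the log2 fold change of HPNK_05524 ranged from -5.20 to -3.55.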

Among the most repressed genes (*FDR* < 0.001) were the following: long-chain fatty acid transport protein P1/47 kDa outer membrane protein, methyl-galactoside ABC transporter galactose-binding periplasmic protein MglB, cold shock-like protein CspD, type II citrate synthase, universal stress protein A, maltose ABC transporter periplasmic protein, sigma 54 modulation protein and a hypothetical protein.

In an attempt to validate the ex vivo model, a short in vivo incubation was performed. Comparison of the DEG detected in both conditions showed considerable overlap; 120 genes were up-regulated in both conditions, belonging mainly to membrane–associated genes, mobile genetic elements and hypothetical proteins (Table 2 and Additional file 3D). In contrast to the stable genes, which were mainly related to intracellular metabolism, up-regulated genes after the in vivo infection consisted predominantly of the category “membrane”; with 57 genes that encoded membrane proteins, and 38 of those directly tagged as transporters. In addition, 14 of the up-regulated membrane genes were specific of the “outer membrane”, including several virulence associated trimeric autotransporters *vtaA*. 

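In both comparisons 2196 genes were tested. Of these, 115 were up-regulated in both, where 60.3 would be expected if the comparisons were independent, and 95 were down-regulated in both, where 27.7 would be expected. Up-regulated ex vivo but not in vivo were 257 of the genes, and down-regulated ex vivo but not in vivo 257. In vivo but not ex vivo, the numbers were 241 and 78. When antisense counts were subtracted, 59 genes were up-regulated in both, and with a BCV of 0.4 in vivo 33 were down-regulated in both. In opposite directions 10 genes were DEG, 8 of them lower ex vivo and higher in vivo. The log2 fold changes of the comparisons had a Spearman correlation of 0.446 and a Pearson correlation of 0.463 across genes, which are not independent replicates. Of the ex vivo DEG, 78.2% had the same sign in vivo. Whether the size of a change differed was tested with an interaction of lung and experiment over all 6 samples, in which the experiment cannot be told apart from the sequencing platform and the error comes from the Ion Torrent replicates alone, so that variation between in vivo samples is not covered. It found 98 genes with a more positive change in vivo and 41 with a more positive change ex vivo. The model did not include the replicate block, with which the numbers were 176 and 117. Among genes annotated as phage or transposase, 36 of 183 tested were up-regulated ex vivo and 92 of 199 in vivo. The paper states that the overlap was considerable and that membrane-associated genes, mobile genetic elements and hypothetical proteins made up most of it.

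**Figure D2:**
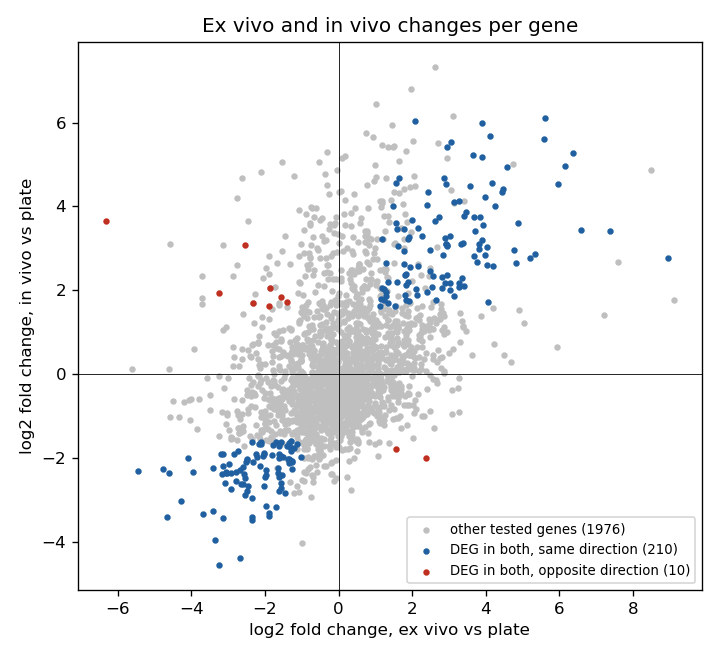
Each point is one of 2196 genes, with its log2 fold change ex vivo against plate on the horizontal axis and in vivo against plate on the vertical axis. Blue points are the 210 DEG of both comparisons with the same direction, red points the 10 with opposite directions, and grey points the remaining genes.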

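Of 42 tested genes listed for outer membrane, 14 were up-regulated in vivo and 2 down-regulated, where 4.48 up-regulated genes would be expected from a background of 1434 tested genes with a listed term (odds ratio 4.51). For pathogenesis, 9 of 23 genes were up-regulated and 1 down-regulated (odds ratio 5.66). No p-value is given for these odds ratios, because the DEG rest on 1 library per condition. The median log2 fold changes, 0.78 and 0.85, were higher than in 100% of 10000 random lists of genes matched for expression. By product name, 9 of 13 *vtaA* genes were up-regulated in vivo. Pathogenesis depended most on the BCV, with an odds ratio of 3.13 at a BCV of 0.4.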

Most of these genes were also up-regulated ex vivo (Additional file 4) and included functions usually related to virulence such as nutrient transport, drug export, adhesion and mobile genetic elements including transposases and phages. Some of the genes induced in both conditions were ABC transporter inner membrane subunit, ABC transporter permease protein, Na+/H+ antiporter, biopolymer transport ExbD protein, sn-glycerol-3-phosphate dehydrogenase subunit A, a drug/metabolite transporter (DMT) superfamily permease and several VtaA. In addition, the analysis also found genes that were induced only under one of the two conditions studied. Thus, genes uniquely induced ex vivo, although with subtle changes in vivo, included an iron-uptake permease inner membrane protein, an iron(III) ABC transporter ATP-binding protein, an oligopeptide ABC transporter permease and the peptide transport periplasmic protein SapA. However, some genes were only induced in vivo, but again with subtle changes ex vivo, such as the recombination protein 2, Mu-like phage gp25, heme/hemopexin utilization protein C/outer membrane receptor protein, Tfp pilus assembly pathway component PilC, competence protein E and phosphatidylglycerophosphatase B. Among the in vivo down-regulated genes, “metabolic process” was the most represented category with 125 genes, comprising both anabolic and catabolic processes. However, these genes were different from the ones found with stable expression. 

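The ABC transporter inner membrane subunit (HPNK_08953) had log2 fold changes of 7.36 ex vivo and 3.40 in vivo. The ABC transporter permease protein (HPNK_10441) had 4.24 (standard error 0.68, *FDR* 4.54e-04) and 4.00. A Na+/H+ antiporter (HPNK_08868) had 4.05 (standard error 0.47, *FDR* 5.54e-05) and 1.71, and the antiporter NhaC (HPNK_06565) had 2.26 (standard error 0.65, *FDR* 0.0160) and 3.29. For ExbD (HPNK_05509) the values were 3.77 (standard error 0.87, *FDR* 0.00466) and 2.68, from 6 and 0 counts in the plate replicates of the ex vivo experiment. Subunit A of sn-glycerol-3-phosphate dehydrogenase (HPNK_02214) had 3.67 (standard error 0.48, *FDR* 1.12e-04) and 3.74. Its antisense counts ex vivo, 286 and 770, were above its sense counts, 268 and 524. After antisense counts were subtracted its log2 fold change ex vivo was -7.84, with no counts left in the ex vivo samples. The DMT superfamily permease (HPNK_02607) had 3.42 (standard error 0.41, *FDR* 6.60e-05) and 2.10. All of these genes were DEG in both comparisons, but ex vivo ExbD and NhaC were not DEG after subtraction. In the in vivo sample HPNK_10441 had 58 sense and 104 antisense counts and NhaC 89 and 89, so that subtraction left no counts. Of the 94 genes of Additional file 4, 59 were up-regulated ex vivo and 58 in vivo.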

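The iron-uptake permease inner membrane protein (HPNK_08898) had a log2 fold change of 3.26 ex vivo (standard error 0.43, *FDR* 1.21e-04) and of -0.10 in vivo. The iron(III) ABC transporter ATP-binding protein (HPNK_08893) had 2.48 (standard error 0.45, *FDR* 0.00105) and -0.89. Peptide transport periplasmic protein SapA (HPNK_04352) had 2.01 (standard error 0.44, *FDR* 0.00367) and -0.74. None of these was a DEG in vivo with the counts as deposited. In the test of the difference between the experiments over all 6 samples, the 3 genes had interaction log2 values of -3.34, -3.35 and -2.71. Its in vivo part rests on 1 library per condition. Without the composition correction, the in vivo log2 fold change of HPNK_08898 was 0.41. HPNK_08893 had 68 sense and 118 antisense counts in the in vivo sample. After antisense counts were subtracted it was not a DEG ex vivo (1.62) and was called down-regulated in vivo (-11.94), as was HPNK_04352 (-2.81). Subtraction left HPNK_08893 no counts in vivo, so the size of its value depends on the count that edgeR adds. The oligopeptide ABC transporter permease could not be assigned to one locus tag by its name.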

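Recombination protein 2 (HPNK_01863) had a log2 fold change of 3.96 in vivo, from 490 counts on plate to 858. Ex vivo it was -0.73 (standard error 0.55, *FDR* 0.3333). Its antisense counts exceeded its sense counts in the Illumina plate sample (1356) and in both ex vivo samples. In vivo they did not (141). Mu-like phage gp25 (HPNK_03373) had 3.72 in vivo from 14 and 21 counts, and was not a DEG in vivo after antisense counts were subtracted (2.82). Its value was -0.45 ex vivo, where it ranged from -4.64 to 0.44 with each replicate left out in turn. The heme/hemopexin utilization protein C (HPNK_05299) had 2.78 in vivo and -0.78 ex vivo. Its antisense counts ex vivo, 110 and 108, were above its sense counts, 23 and 20, but not in vivo (157 against 237). Pilus component PilC (HPNK_06925) had 2.76 in vivo and -0.33 ex vivo, and its antisense counts in vivo, 118, were above its sense counts, 115. Competence protein E (HPNK_05839) had 2.39 in vivo and -1.89 ex vivo. It had 83 sense and 167 antisense counts in the in vivo sample. After antisense counts were subtracted its log2 fold change in vivo was -8.59, with no counts left in that sample. Phosphatidylglycerophosphatase B (HPNK_04582) had 1.72 in vivo and -0.02 ex vivo. All 6 genes were DEG in vivo and none of them ex vivo, although with the exact test HPNK_05839 was called down-regulated ex vivo (-1.85). In the interaction over all 6 samples, whose in vivo part rests on 1 library per condition, HPNK_01863, HPNK_05299 and HPNK_05839 had log2 values of 4.71, 3.58 and 4.32.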

The most abundant metabolic categories were those related to translation, cellular carbohydrate metabolic process, TCA cycle, electron transport chain, nucleotide metabolic process, glycosyl compound biosynthetic process and monocarboxylic acid metabolic process (Additional file 3E). 

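In vivo, 11 of 20 genes listed for the tricarboxylic acid cycle were down-regulated and 0 up-regulated (odds ratio 11.9, and 4.49 after antisense counts were subtracted). For the electron transport chain, 6 of 26 genes were down-regulated and 2 up-regulated (odds ratio 2.78), and the median log2 fold change of -0.33 lay at percentile 46.8 of the random lists of genes matched for expression. Of 47 genes of the carbohydrate catabolic process, 10 were down-regulated and 3 up-regulated (odds ratio 2.55). With a BCV of 0.4, the odds ratios of these last terms were 1.40 and 0.751. Among the ribosomal proteins, 13 of 57 were down-regulated in vivo and 1 up-regulated, with a median log2 fold change of -1.13.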

Forty-two genes in the “membrane” category were also found down-regulated, including carbohydrate and ion transporters. Key indicators of low growth rate during lung infection compared to plate culture were also revealed by the down-regulation of the ATP synthase subunits, responsible for generating ATP via the electrochemical gradient, as well as glucose and manose phosphoenolpyruvate-dependent sugar phosphotransferase systems (PTS). 

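The 9 genes of ATP synthase subunits all had negative log2 fold changes in vivo, between -3.40 and -0.77 with a median of -2.47, and 7 of them were DEG. Ex vivo, 9 of the 9 were down-regulated, with log2 fold changes between -2.93 and -1.44. Of 14 genes with a PTS product name, 8 were down-regulated in vivo and 11 ex vivo, with median log2 fold changes of -1.91 and -2.87. Among the DEG, the 2 largest decreases in vivo belonged to the PTS subunits HPNK_08308 and HPNK_08313. The mannose-specific subunit IID (HPNK_10256) had log2 fold changes of -1.92 in vivo, where it was not a DEG without the composition correction (-1.41), and -3.18 ex vivo (standard error 0.43, *FDR* 1.45e-04). The paper takes the down-regulation of the ATP synthase subunits and of the sugar phosphotransferase systems as indicators of a low growth rate in the lung compared to plate culture.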

Also, 3 subunits of the Na(+)–NQR complex were down-regulated, suggesting anaerobic growth, as previously reported for other bacterial species [35]. 

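All 6 subunits of the Na(+)-NQR complex had negative log2 fold changes in vivo. Subunits A (HPNK_04994, -2.34), B (HPNK_04999, -1.93), C (HPNK_05004, -1.71) and F (HPNK_05019, -1.64) were DEG, and subunits D (HPNK_05009, -1.41) and E (HPNK_05014, -1.43) were not. Subunit F was not a DEG with at least 10 counts in both samples (-1.59). Subunits B, C and F were not DEG without the composition correction (-1.42, -1.20 and -1.14) or after antisense counts were subtracted (-1.50, -1.30 and -1.23). Ex vivo, 0 of the 6 subunits were DEG, with log2 fold changes between -0.998 and -0.28. With each replicate left out in turn, the value of subunit B (HPNK_04999) ranged from -0.94 to 0.02 and that of subunit D (HPNK_05009) from -0.94 to 0.45.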

The Na(+)–NQR complex plays an important role in bacterial energy metabolism [36].

**Table 2:** **Results of the comparison between the sets of differentially expressed genes (DEG) and enriched Gene Ontology (GO) terms between Nagasaki recovered after 2 h incubation in lung explants (ex vivo) or recovered 2 h after intratracheal infection (in vivo)**

**Gene group**	**Unique ex vivo**	**Shared**	**Unique in vivo**
DEGs UP	273	120	249
DEGs DOWN	273	99	74
GOs UP	74	5	46
GOs DOWN	68	115	102

To support this model of short in vivo infection, alveolar macrophages from the BALF sample were analysed. Alveolar macrophages recovered after the 2 h infection, showed increased expression level of CD163, SLAI and SLAII when compared to the macrophages recovered from the non-infected pig. Sialoadhesin did not show different expression in the alveolar macrophages of the infected and the non-infected piglet (Figure 2). These results indicate that this short infection was enough for the animal to detect the presence of bacteria and respond to it.

**Figure 2:**
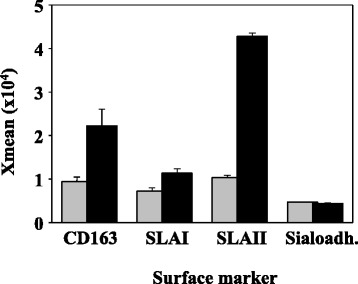
**Expression of surface CD163, SLAI, SLAII and sialoadhesin on alveolar macrophages.** The pig was intratracheally inoculated with *H. parasuis* strain Nagasaki (*black bars*). Infection was allowed to proceed during 2 h, when the animal was euthanized and alveolar macrophages were obtained from the lung by lavage. A control non-infected pig was included as the control (*gray bars*). Level of expression of the surface markers was measured with specific monoclonal antibodies by flow cytometry. Results (mean of the x-mean ± standard deviation) are representative of two independent analyses run with duplicate samples.

### Up-regulated membrane genes and their conservation in virulent *H. parasuis* strains

The observation of numerous membrane-related genes that were up-regulated in both ex vivo and in vivo conditions was studied in more detail. Transmembrane topology and signal peptides were predicted in the putative proteome of Nagasaki using Phobius. A total of 225 putative proteins were predicted to have signal peptide, 360 to have transmembrane domains and 42 to have both signal peptide and transmembrane domains. These 627 genes are referred to as “membrane-related genes” for simplicity through the rest of the text. All these membrane-related genes in the Nagasaki genome were compared to the up-regulated genes in vivo or ex vivo, confirming the high proportion observed using GO terms. A total of 115 and 108 of those 627 were up-regulated ex-vivo and in-vivo, respectively. A comparison of these up-regulated membrane-related genes between ex vivo and in vivo confirmed the tendency observed with GO terms, with 36 shared genes. Next, in order to explore if these genes were unique to virulent strains, the list of up-regulated membrane-related genes was compared to a database of virulent and non-virulent genomic sequences of *H. parasuis*. We found 41 up-regulated membrane genes that were only present in virulent strains, or at most in one non-virulent strain. Twelve of these 41 genes were up-regulated in vivo and ex vivo, while 22 and 7 genes were uniquely up-regulated in vivo and ex vivo, respectively (Table 3). 

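Of the 41 genes of Table 3, the 12 that the paper lists for both conditions were up-regulated in both comparisons computed from the counts. The 22 listed for in vivo were up-regulated in vivo and were not called ex vivo, where 39 of the 41 genes were tested. The 7 listed for ex vivo were up-regulated ex vivo and not in vivo. For the 12 shared genes, log2 fold changes ranged from 1.17 to 5.19 ex vivo (median 2.17) and from 1.69 to 6.04 in vivo (median 3.25). The comparison with virulent and non-virulent genomes used protein sequences that are not analysed here.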

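Gene *vtaA1* (HPNK_09439) had a log2 fold change of 1.89 ex vivo (standard error 0.41, *FDR* 0.00353), from 153 ± 66.8 normalized cpm on plate to 562 ± 3.50 ex vivo (SD, n = 2), and of 3.21 in vivo. Ex vivo, *vtaA2* (HPNK_01698) had 1.60, *vtaA4* (HPNK_10146) 1.34, *vtaA7* (HPNK_02582) 1.34 and *vtaA11* (HPNK_01479) 1.17, with *FDR* between 0.00909 and 0.0309. After antisense counts were subtracted, the values of these 4 genes were 1.65, 1.34, 1.39 and 1.11, and none was a DEG ex vivo. In vivo their log2 fold changes were 3.06, 1.69, 2.20 and 2.06. The gene *vtaA13* (HPNK_08378) was also a DEG in both, with 1.59 ex vivo (*FDR* 0.00799) and 2.19 in vivo. Among the genes of unknown function, HPNK_10446 had log2 fold changes of 3.06 ex vivo and 5.55 in vivo, HPNK_06205 had 2.07 and 6.04, and HPNK_09829 had 5.19 and 2.78. Ex vivo, HPNK_06205 was not a DEG without the composition correction (2.30), with the DESeq2 Wald test (2.04) or after subtraction (1.90). Gene HPNK_09829 had 18 counts on plate and 14 in vivo, with more antisense than sense counts in both samples. NhaC (HPNK_06565) had 89 sense and 89 antisense counts in vivo, and was not a DEG ex vivo after subtraction.

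**Figure D3:**
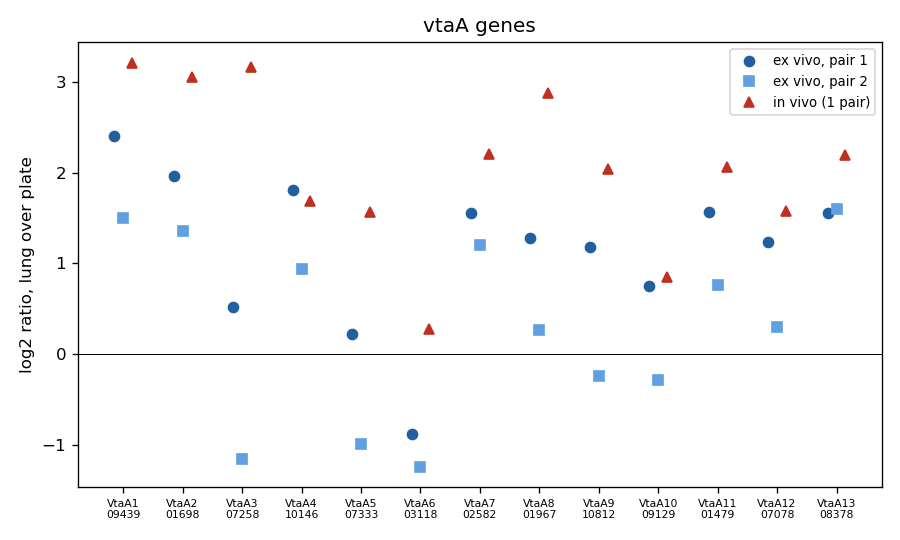
Log2 ratio of lung over plate for each of the 13 *vtaA* genes, with circles and squares for the 2 ex vivo pairs and triangles for the single in vivo pair. The in vivo values lie between 0.27 for *vtaA6* and 3.21 for *vtaA1*, and all are above 0.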

Shared up-regulated genes between the in vivo and ex vivo conditions included an ABC transporter permease, four genes of unknown function, Na+/H+ antiporter *nhaC*, a transposase mutator family protein and five virulence-associated autotransporters VtaAs (*vtaA*1, *vtaA*2, *vtaA*4, *vtaA*7 and *vtaA*11). The fact that *vtaAs* are assembled with no gaps in the Nagasaki genome used in the analysis strengthens the value of these results. The 22 genes uniquely up-regulated under in vivo conditions, included bacteriophage tail protein GPT, nine hypothetical proteins, three ISAs1 family transposases, putative iron compound ABC transporter permease, putative phage DNA replication protein O, two pyruvate kinases, two Sel1 domain repeat-containing proteins, and three *vtaAs* (*vtaA*3, *vtaA*8 and *vtaA*9). 

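The 22 genes had log2 fold changes between 2.03 and 7.95 in vivo, with a median of 3.29. Not all of them passed the filter ex vivo. Those tested there ranged from -2.61 to 4.75, with a median of 0.75, and none reached *FDR* under 0.05. In vivo, *vtaA3* (HPNK_07258) had 3.16, *vtaA8* (HPNK_01967) 2.88 and *vtaA9* (HPNK_10812) 2.04. Their log2 fold changes ex vivo were -0.38 (standard error 0.42), 0.74 (standard error 0.39) and 0.39 (standard error 0.41). For *vtaA3* the interaction log2 value over all 6 samples was 3.56, with 1 library per condition in its in vivo part. The largest increase in the list, 7.95 for the hypothetical protein HPNK_04137, rested on 34 sense counts in vivo and 1 on plate, and the gene was not tested ex vivo.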

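The 7 genes had log2 fold changes between 1.11 and 3.38 ex vivo, with a median of 1.77. In vivo they ranged from -0.90 to 1.41, with a median of 0.66. The copper-transporting P-type ATPase (HPNK_01144) had a log2 fold change of 1.77 ex vivo (standard error 0.41, *FDR* 0.00483) and of 0.66 in vivo. Its antisense counts ex vivo were 863 and 1453, against sense counts of 1588 and 1332. After antisense counts were subtracted, its log2 fold change ex vivo was 0.20 and it was not a DEG.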

On the other hand, the 7 genes uniquely up-regulated in the ex vivo experiment included those encoding a CDP-diglyceride pyrophosphorylase, copper-transporting P-type ATPase, exonuclease III, two hypothetical proteins, phage-like minor tail protein and polysaccharide biosynthesis protein CapD (Table 3). Due to the essential role of pyruvate kinase enzyme in glycolysis, lack of this gene in non-virulent strains would be unlikely. 

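Gene HPNK_07393 had a log2 fold change of 3.58 in vivo, from 67 counts on plate to 90 in the smaller in vivo library, and of -0.23 ex vivo (standard error 0.87). Gene HPNK_09849 had 3.11 in vivo and 1.502 ex vivo (standard error 0.76, *FDR* 0.146). Its antisense counts in vivo, 97, exceeded its sense counts, 64. After antisense counts were subtracted its log2 fold change in vivo was -7.25, with no counts left in the in vivo sample. Another gene annotated as pyruvate kinase, HPNK_06225, was a DEG in neither comparison, with log2 fold changes of 1.68 in vivo and -0.53 ex vivo (standard error 0.71). In vivo it was called up-regulated without the composition correction (2.19) and with at least 10 counts in both samples (1.73). It had 48 sense and 90 antisense counts in vivo, and a log2 fold change of -8.86 after subtraction, which left no counts in vivo. The pyruvate kinase gene with the most counts, HPNK_05314, had a log2 fold change of -0.09 in vivo and of -1.13 ex vivo, where it was down-regulated (standard error 0.38, *FDR* 0.0354) but not without the composition correction (-0.85), with the exact test (-1.13) or after subtraction (-1.11).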

The two genes annotated as pyruvate kinases and found only in virulent strains were HPNK_07393 and HPNK_09849. Further InterPro inspection results revealed that none of these two genes really belongs to the pyruvate kinase family (IPR001697), their protein annotation thus being incorrect. Although these two genes had a positive prediction for signal peptide, InterPro functional annotation was scarce. Their predicted domains are not specific to a particular pathway: a tetratricopeptide-like helical domain (IPR011990) for HPNK_07393 and a polyketide cyclase SnoaL-like domain (IPR009959) for HPNK_09849. In fact, there are at least three more genes annotated as “pyruvate kinase” in *H. parasuis* Nagasaki: HPNK_06225, HPNK_05314 and HPNK_07388. Only HPNK_06225 is specific to virulent strains, having a polyketide cyclase SnoaL-like domain (IPR009959). The other two, HPNK_05314, the largest one, seems to be the true pyruvate kinase (IPR001697), while HPNK_07388, again with a wrong annotation, has no predicted domains.

**Table 3:** **List of up-regulated membrane genes (** ***FDR*** **< 0.05) unique of virulent** ***H. parasuis*** **strains (V) or present at most in one non-virulent strain (one NV)**

**Locus**	**in vivo/ex vivo** ^**1**^	**Product**	**Unique V/one NV**
HPNK_10441	in vivo/ex vivo	ABC transporter, permease protein	Unique V
HPNK_03268	in vivo	Bacteriophage tail protein GPT	Unique V
HPNK_04602	ex vivo	CDP-diglyceride pyrophosphorylase	Unique V
HPNK_01144	ex vivo	Copper-transporting P-type ATPase	Unique V
HPNK_07008	ex vivo	Exonuclease III	Unique V
HPNK_00812	in vivo/ex vivo	Hypothetical protein	One NV
HPNK_06205	in vivo/ex vivo	Hypothetical protein	Unique V
HPNK_09829	in vivo/ex vivo	Hypothetical protein	Unique V
HPNK_10446	in vivo/ex vivo	Hypothetical protein	Unique V
HPNK_09189	ex vivo	Hypothetical protein	One NV
HPNK_00632	ex vivo	Hypothetical protein	Unique V
HPNK_00572	in vivo	Hypothetical protein	Unique V
HPNK_05179	in vivo	Hypothetical protein	Unique V
HPNK_00277	in vivo	Hypothetical protein	Unique V
HPNK_08083	in vivo	Hypothetical protein	One NV
HPNK_10351	in vivo	Hypothetical protein	Unique V
HPNK_00312	in vivo	Hypothetical protein	One NV
HPNK_11566	in vivo	Hypothetical protein	One NV
HPNK_11461	in vivo	Hypothetical protein	One NV
HPNK_04137	in vivo	Hypothetical protein	One NV
HPNK_04889	in vivo	ISAs1 family transposase	One NV
HPNK_00080	in vivo	ISAs1 family transposase	One NV
HPNK_04984	in vivo	ISAs1 family transposase	One NV
HPNK_06565	in vivo/ex vivo	Na+/H+ antiporter NhaC	Unique V
HPNK_11451	ex vivo	Phage-like minor tail protein	One NV
HPNK_07568	ex vivo	Polysaccharide biosynthesis protein CapD	Unique V
HPNK_05239	in vivo	putative iron compound ABC transporter permease	Unique V
HPNK_00090	in vivo	Putative phage DNA replication protein O	One NV
HPNK_09849	in vivo	Polyketide cyclase SnoaL-like domain protein	Unique V
HPNK_07393	in vivo	Tetratricopeptide-like helical domain protein	Unique V
HPNK_07408	in vivo	Sel1 domain protein, repeat-containing protein	Unique V
HPNK_07403	in vivo	Sel1 domain protein, repeat-containing protein	Unique V
HPNK_00210	in vivo/ex vivo	Transposase, Mutator family protein	One NV
HPNK_09439	in vivo/ex vivo	VtaA1	Unique V
HPNK_01479	in vivo/ex vivo	VtaA11	Unique V
HPNK_01698	in vivo/ex vivo	VtaA2	Unique V
HPNK_07258	in vivo	VtaA3	Unique V
HPNK_10146	in vivo/ex vivo	VtaA4	Unique V
HPNK_02582	in vivo/ex vivo	VtaA7	Unique V
HPNK_01967	in vivo	VtaA8	Unique V
HPNK_10812	in vivo	VtaA9	Unique V

^1^up-regulated in vivo, ex vivo or in both samples (in vivo/ex vivo).

Expression of four genes of unknown function, the *vtaA*2, the Na+/H+ antiporter *nhaC* and an ABC transporter permease protein was validated via RT-qPCR in the in vivo sample (Table 1). These genes were selected because they were found up-regulated in both in vivo and ex vivo conditions and were only detected in virulent strains. 

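All 7 genes were up-regulated in vivo in the counts, with log2 fold changes between 2.78 and 6.04. Across the 7 genes, Pearson's r between the RT-qPCR values of Table 1 and the log2 fold changes computed from the counts was -0.0500, and Spearman's rho was 0.0714. Without the 2 genes farthest from the median of the RT-qPCR values, r was 0.149 over 5 genes. No p-value is given, since the fold changes rest on 1 library per condition. The lowest log2 fold change belonged to HPNK_09829 and the highest to HPNK_06205. *VtaA2* (HPNK_01698) had 3.06, NhaC (HPNK_06565) 3.29, HPNK_11461 3.83, the ABC transporter permease protein (HPNK_10441) 4.00 and HPNK_10446 5.55. Ex vivo, HPNK_11461 had a log2 fold change of 1.80 (standard error 0.75, *FDR* 0.0823). It was called up-regulated ex vivo with the replicate block (1.93) and with the exact test (1.84). With each replicate left out in turn, its log2 fold change ex vivo ranged from 0.90 to 3.26.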

The up-regulation was confirmed for all seven genes, and positive correlation was found between RT-qPCR and RNA-seq (*r* = 0.8, *P* < 0.05). An increase in RT-qPCR fold change was correlated with an increase in RNA-seq fold change. In addition, the transcription of these genes was examined by RT-qPCR in BALF samples from a previous experimental infection with the Nagasaki strain. These genes were found to be up-regulated in bacteria recovered at 1, 2 and 3 dpi from the lungs of piglets intranasally inoculated with Nagasaki, with the exception of the Na+/H+ antiporter *nhaC*, whose expression was too low for evaluation by this method.

### ncRNA in *H. parasuis* and their differential expression

Antisense expression was observed for all six sequenced samples, and was processed for further investigation. 

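Reads on the complement strand of each gene were deposited as separate counts by the authors for each of the 6 samples. In the ex vivo experiment, antisense counts were 66612 and 34493 in plate replicates 1 and 2 and 148242 and 264479 in ex vivo replicates 1 and 2. In the in vivo experiment they were 435417 on plate and 140844 in vivo. As a share of all counts on genes, antisense counts made up 1.60% (Wilson 95% confidence interval 1.59 to 1.61%) and 2.53% (2.50 to 2.56%) in the plate replicates. The share was 8.45% (8.41 to 8.49%) and 11.7% (11.6 to 11.7%) in the ex vivo replicates. In the Illumina libraries it was 4.33% (4.32 to 4.35%) on plate and 15.6% (15.6 to 15.7%) in vivo. Antisense counts were found on between 78.9% and 98.3% of the 2260 genes. Median antisense counts per gene ranged from 4 in plate replicate 2 to 87 in the plate sample of the in vivo experiment. The antisense counts were analysed with the same filter, normalization and tests as the sense counts, with library sizes taken from the antisense counts themselves.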

Count files from the counting step were used [GEO: GSE63851]. Determination of the sense/antisense expression ratio was performed. Due to the presence of some extreme values for antisense transcripts, median values were used. For ex vivo samples, sense to antisense ratios varied between 13 and 19, while a ratio of 43–68 was observed for their corresponding plate samples; thus evidencing a clear change in the sense to antisense ratio during ex vivo incubation. This tendency was also observed for the in vivo sample, where sense to antisense ratios of 4 and 15 were obtained for in vivo and its corresponding plate sample, respectively. These observations suggest that proportions were more equilibrated in the in vivo and ex vivo samples, while plate samples were biased towards sense expression. 

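The ratio was computed for each gene with at least 1 antisense count, and the median over genes was taken in each sample. Ex vivo replicates 1 and 2 had ratios of 12.5 and 9.40, a mean of 11.0 ± 2.20 (SD, n = 2). Their plate samples had 42.3 and 27.7, a mean of 35.0 ± 10.4 (SD, n = 2). Both ex vivo ratios were lower than both plate ratios (exact permutation test on log2 ratios, two-sided p = 0.3333, the smallest p that 2 samples against 2 allow). Dividing the median sense count by the median antisense count over all genes gave 18.7 and 13.2 ex vivo, and 67.8 and 42.9 on plate. Among genes with at least 10 antisense counts the ratios were 5.09 and 5.07 ex vivo, and 16.4 and 6.87 on plate.

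**Figure D4:**
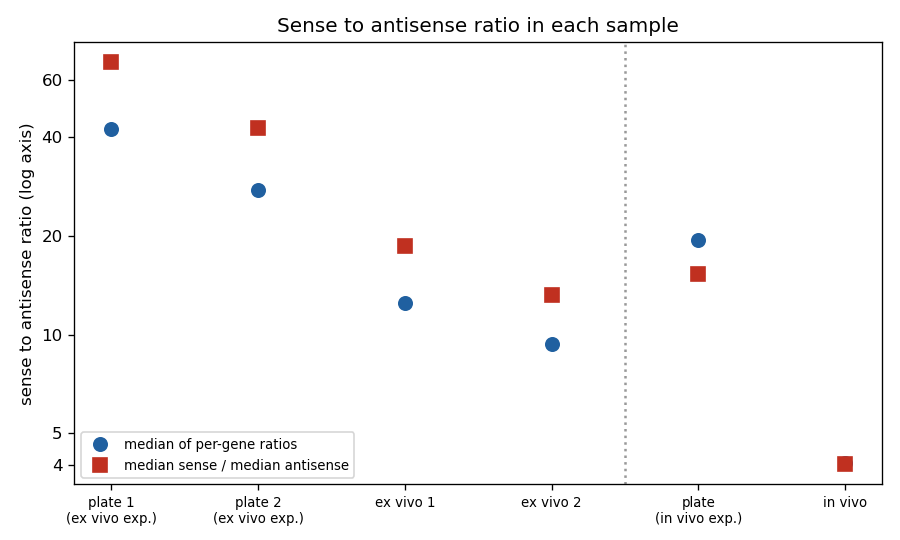
Sense to antisense ratio, on a log axis, in each of the 6 samples, with circles for the median of the ratios of single genes and squares for the median sense count divided by the median antisense count. The Illumina samples are right of the dotted line, and with both definitions each lung sample lies below the plate samples of its experiment.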

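The in vivo sample had a ratio of 4.07 and its plate sample of 19.4, as medians over genes with at least 1 antisense count. The median sense count divided by the median antisense count was 4.02 in vivo and 15.4 on plate. With the totals of all genes, the ratios were 5.39 and 22.1. There were no replicates, and no test was made. Within each sequencing platform the antisense share was higher in the lung than on plate, by a factor of 3.34 between the nearest Ion Torrent samples and of 3.61 between the Illumina samples.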

Normality of sense and antisense counts was assessed using the Shapiro-Wilk test. 

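The Shapiro-Wilk statistic W of sense counts over the 2260 genes was between 0.0394 and 0.331 in the 6 samples, and that of antisense counts between 0.168 and 0.675. Over both strands and all samples the largest p-value was 1.82e-54, in the in vivo sample.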

In all 6 cases *P* values were below 0.05 indicating non-normality. Therefore, correlations were assessed using the non-parametric Spearman rank-correlation test. The results indicate that in vivo sense and antisense expression was positively correlated (*r* = 0.43, *P* < 0.05). Similarly, plate sense and antisense expression was also positively correlated (*r* = 0.66, *P* < 0.05). However, this tendency was not observed for the ex vivo and their corresponding plate samples (*r* = 0.07-0.15, *P* < 0.05). 

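Across the 2260 genes, the Spearman correlation of sense with antisense counts was 0.430 in the in vivo sample. Among genes with at least 10 counts on both strands it was 0.291. Genes are not independent replicates, and 6 such correlations were computed, one per sample. With the genes divided into 10 groups by sense count, the median antisense count rose from 7 in the lowest group to 73.5 in the highest. Over the 300 genes with the most sense counts, the slope of log2 antisense on log2 sense counts was 0.0703.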

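In the plate sample of the in vivo experiment, the Spearman correlation across the 2260 genes was 0.662, and 0.576 among genes with at least 10 counts on both strands. The median antisense count rose from 7 in the lowest of 10 groups by sense count to 372 in the highest. Over the 300 genes with the most sense counts, the slope of log2 antisense on log2 sense counts was 0.800. In the Ion Torrent plate samples of the same strain, the same slopes were -0.405 and -0.205.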

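Across the 2260 genes, the Spearman correlations were 0.156 and 0.108 in the plate replicates of the ex vivo experiment and 0.0747 and 0.122 in the ex vivo replicates. Among genes with at least 10 counts on both strands they were -0.162, -0.242, -0.0813 and -0.00709, in the same order. With Ion Torrent and Illumina kept apart, the correlation was 0.156 or lower in all Ion Torrent samples and 0.430 or higher in both Illumina samples, whether from plate or lung. The platform and the experiment cannot be told apart in this comparison. Since sense and antisense pairing would reduce sense expression and give a negative correlation, the paper proposes from these correlations that no such regulation takes place and that other factors raise antisense expression.

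**Figure D5:**
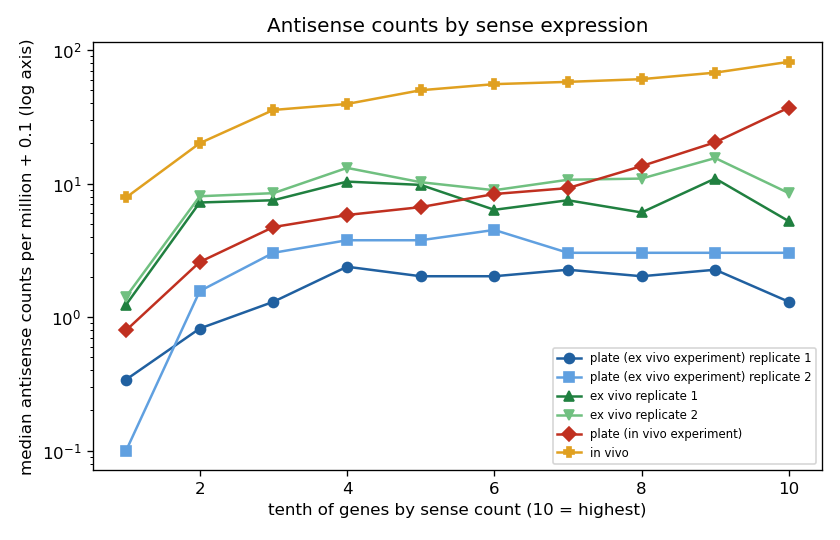
Median antisense cpm of all counts on genes plus 0.1, on a log axis, for 10 groups of genes ordered by sense count, with one line per sample. In the highest group the median is 37.0 in the Illumina plate sample and 81.6 in vivo, against 1.20 and 2.93 in the Ion Torrent plate samples.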

All calculations were carried out using R statistical software [37]. Since a negative correlation would have been expected by reducing sense expression via sense/asRNA pairing, these unexpected results suggest that no sense/antisense regulation is occurring and that there are other factors influencing an increase in antisense expression. Pervasive transcription has been reported both for prokaryotes and mammals [38,39], but it has not yet been described for *H. parasuis*. To validate some of the observed asRNA, RT-PCR was performed. Four asRNA were validated both in the in vivo and plate culture samples. These asRNA overlapped with genes annotated as 6-pyruvoyl tetrahydrobiopterin synthase, type II citrate synthase, copper-transporting P-type ATPase and anthranilate synthase component II (Figure 3A and Additional file 1). 

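Antisense to 6-pyruvoyl tetrahydrobiopterin synthase (HPNK_03728), 68 counts were found on plate and 15 in vivo in the Illumina libraries, a log2 fold change of -1.01. Type II citrate synthase (HPNK_05784) had 711 and 109 antisense counts (log2 fold change -1.53). The copper-transporting P-type ATPase (HPNK_01144) had 431 and 169 (-0.18), and anthranilate synthase component II (HPNK_06845) had 273 and 95 (-0.35). No gene of the 4 was a differentially expressed asRNA in vivo. With the library size of the sense counts in place of that of the antisense counts, the log2 fold changes were 0.97, 0.45, 1.81 and 1.63, so their direction depends on the scaling. For HPNK_06845 the antisense counts exceeded the sense counts, which were 39 on plate and 15 in vivo.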

The positive correlation sense-asRNA observed for the in vivo sample was studied in more detail. 

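With the BCV fixed at 0.3, 481 of 2227 genes had differentially expressed asRNA in vivo, with 214 up-regulated and 267 down-regulated. The library size moved these numbers most. When it was taken from the sense counts, 1296 asRNA were up-regulated and 47 down-regulated. The same test found 344 and 287 differentially expressed asRNA between the Illumina plate sample and each of the Ion Torrent plate replicates, and 2 between the plate replicates themselves. Among the differentially expressed asRNA, that of hypothetical protein HPNK_00050 had the largest increase (log2 fold change 8.66), with 0 counts on plate and 31 in vivo. The largest decreases were found for the asRNA of 30S ribosomal proteins S13 (HPNK_00782, log2 fold change -10.25) and S17 (HPNK_09719, -9.66), with 211 and 140 counts on plate and 0 in vivo. HPNK_00782 had 0 antisense counts in every Ion Torrent sample, beside 7688 and 2311 sense counts in the plate replicates. Sense reads assigned to the wrong strand in the Illumina plate sample are therefore not excluded for this decrease. Of the asRNA of 56 ribosomal protein genes tested, 41 were down-regulated. Ex vivo, 13 of the 46 tested were down-regulated and 1 up-regulated. Across 2224 genes, the Spearman correlation of sense with antisense log2 fold changes was 0.489. Both strands were down-regulated for 74 genes and up-regulated for 98, while 14 had a down-regulated asRNA with an up-regulated gene and 4 the opposite.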

Antisense differential expression was calculated, finding a considerable number of differentially expressed asRNA (*FDR* < 0.05), 213 and 268 up- and down-regulated, respectively (Additional file 2C). GO enrichments were also performed for the set of differentially expressed asRNA (Additional files 3F and G) and were compared to sense enrichment results. We found an important overlap between the enriched GO terms of the repressed asRNA and sense RNA, with 135 matches (Figure 3B). These pathways were mainly related to intracellular genes, mostly metabolism. 

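Antisense to genes of the electron transport chain, 11 of 26 asRNA were down-regulated in vivo (odds ratio 4.31). For the phosphoenolpyruvate-dependent sugar phosphotransferase system it was 6 of 15 (odds ratio 3.84), and for the tricarboxylic acid cycle 7 of 20 (odds ratio 3.11). None of the asRNA of these sets was up-regulated. With a BCV of 0.4 the odds ratio of the tricarboxylic acid cycle was 1.49. No p-value is given, since each condition had 1 library. Additional file 3, whose last sheet is shortened, lists 113 terms for both the down-regulated asRNA and the down-regulated genes.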

Among them, carbohydrate catabolic process, phosphoenolpyruvate-dependent sugar phosphotransferase system, translation, tricarboxylic acid cycle, glycosyl compound biosynthetic process, purine ribonucleoside triphosphate biosynthetic process and monocarboxylic acid metabolic process were the main representatives. These results confirm that the positive correlation of sense and antisense expression was also linked to some common pathways. Some overlap was also observed between the pathways of the induced asRNA and sense RNA, with 6 shared GO terms including pathogenesis and pilus organization.

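Additional file 3 lists 6 terms for both the up-regulated asRNA and the up-regulated genes in vivo. For pathogenesis, 6 of 23 asRNA were up-regulated and 1 down-regulated (odds ratio 4.71, and 2.41 with a BCV of 0.4), while 9 of the 23 genes were up-regulated on the sense strand. In the replicated ex vivo samples, the Spearman correlation of sense with antisense log2 fold changes was -0.145 across 2147 genes.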

**Figure 3:**
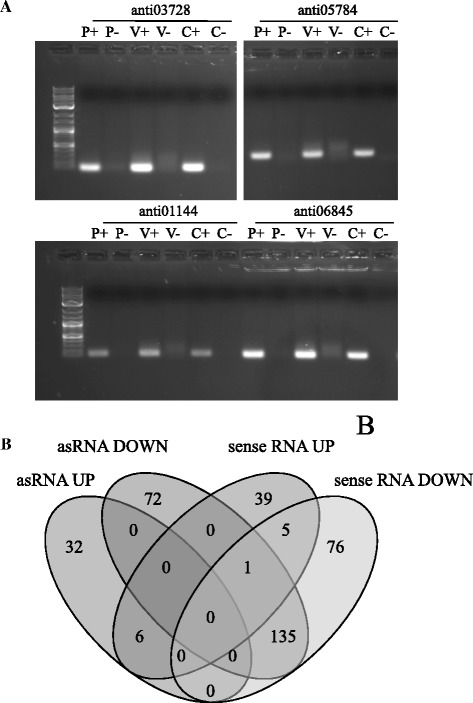
**Validation of antisense RNA (asRNA) expressed in vivo and in plate culture. A** Electrophoresis gel of four asRNA amplified by RT-PCR showing amplification results for RNA purified from plate culture with RT step (P+), plate culture without RT step (P-), 2 h in vivo sample with RT (V+) or without RT step (V-). Genomic DNA was included as the positive control (C+) and water as the negative control (C-). **B** Venn diagram showing overlapping Gene Ontology (GO) enriched terms for up- and down-regulated asRNA or sense RNA at 5% *FDR*.

## Discussion

After an initial colonization of the upper respiratory tract, lung infection is one of the early steps in *H. parasuis* pathogenesis. Therefore, a deep understanding of the factors involved in survival of this bacterium in the lung will be useful for disease control. In this study, we have shown that the Nagasaki strain of *H. parasuis* modulates its gene expression during in vivo lung infection, but also in an ex vivo lung infection model. Nutrient acquisition, expression of genes related to pathogenesis and a reduced metabolism are the main signatures of *H. parasuis* adaptation to the lung environment. Some of the up-regulated genes during lung infection were only found in the genomes of virulent strains, indicating their potential as virulence factors. In addition, previously reported *H. parasuis* virulence factors were also up-regulated in the lung.

One of the most important limitations to elucidate bacterial gene expression during host colonisation is the low RNA quality that is usually obtained from field or experimental infections. Moreover, the proportionally low quantity of mRNA relative to rRNA makes transcriptomics a challenging strategy. In our case, we were not able to obtain enough RNA of good quality for high-throughput sequencing from samples taken at 1 to 4 days post-inoculation from an infection previously performed by us [14,27]. To overcome these limitations, we decided to use a short in vivo infection and an ex vivo lung infection model. Processing of BALF samples for RNA purification coupled with additional enrichment steps such as differential centrifugation to remove host cells and removal of host and bacterial rRNA resulted in a modest but sufficient RNA quantity to study bacterial gene expression by metatranscriptomics. In our study, 3 M reads from the ex vivo sample and 18 M reads from the in vivo sample were enough to study the gene expression of 95% of the genes. These sequencing depths were sufficient to reach the coverage recommended to quantify bacterial gene expression [40].

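At least 1 sense count was found for between 96.2% and 97.2% of the 2260 genes in the 4 Ion Torrent samples, and for 98.9% on plate and 98.8% in vivo in the Illumina samples. At least 10 sense counts were found for 89.1% and 86.2% of the genes in the Ion Torrent plate replicates and for 88.1% and 90.3% in the ex vivo replicates. In the Illumina samples, 96.9% and 94.6% of the genes had at least 10 sense counts on plate and in vivo.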

In vivo incubation revealed numerous genes that were differentially expressed. Even prior to pathway analysis, visualization of the MA differential expression plot showed a particular “wave” shape, thus pointing to up-regulation of genes normally not expressed during laboratory agar plate growth, and, conversely, down-regulation of the most expressed ones. 

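Genes tested in vivo were divided into 5 groups by their expression on plate. From the lowest to the highest group, the median log2 fold changes were 2.47, 0.64, 0.01, -0.47 and -1.02. In the lowest group, 248 of 447 genes were up-regulated and 0 down-regulated. In the highest, 0 were up-regulated and 121 down-regulated. Across genes, the Spearman correlation of the log2 fold change with expression on plate was -0.717, and -0.679 when expression was taken from the Ion Torrent plate samples, which share no counts with the fold change. After antisense counts were subtracted it was -0.386. Ex vivo, the correlation was -0.317, and the median log2 fold changes of the groups ran from 0.84 to -0.51.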

Increased nutrient capture, together with metabolism repression were the main adaptive responses of *H. parasuis* in the lung. Interestingly, a similar picture has been observed in other in vivo transcriptome studies of other bacterial species from the *Pasteurellaceae* family, such as *Mannheimia hemolytica*, responsible for bovine pneumonic pasteurellosis [17] or for *Actinobacillus pleuropneumoniae*, the etiological agent of porcine pleuropneumonia [18], thus suggesting slower metabolism and replication rate in vivo compared to growth in a rich culture media. Deslandes et al. [18] also found that the "Transport and Binding Protein" functional class was overrepresented among the up-regulated genes in *A. pleuropneumoniae* under in vivo conditions. Here, we found that the most represented cellular component among the up-regulated genes in the lung was the one related to membrane proteins. Some of these genes were distributed in different categories of nutrient capture, such as sugar and amino acid transport. These findings indicate that “nutritional virulence”, previously reported for other bacterial pathogens [41], could be an important survival strategy for *H. parasuis* during lung colonization. Moreover, some of these genes were involved in iron, nitrate and sulfonate acquisition, which are vital for energy generation and have been previously reported to be up-regulated in *H. parasuis* grown under iron-restriction in vitro [42]. Furthermore, up-regulation of cytochrome biogenesis, heme transport and some components of the electron transport chain add additional value to the hypothesis that maintenance of anabolic/catabolic balance could be important for survival in the host. 

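Of 10 genes with a product name of cytochrome c biogenesis or heme export, 8 were up-regulated ex vivo and 2 in vivo, with median log2 fold changes of 1.66 and 1.17. Heme exporter protein D (HPNK_01064) had 1.25 ex vivo (standard error 0.44, *FDR* 0.0408) and 2.03 in vivo, and was not a DEG ex vivo after antisense counts were subtracted (1.29). Of 7 genes listed for heme transport, 6 were up-regulated ex vivo (odds ratio 28.0, one-sided Fisher's exact test, p = 1.91e-04, adjusted 3.34e-04). For the electron transport chain in vivo, 2 of 26 genes were up-regulated and 6 down-regulated. The 3 nitrate/sulfonate transport genes were down-regulated ex vivo, with log2 fold changes between -3.10 and -1.33, and were not DEG in vivo.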

Additionally, ABC transporters, which have been found to be up-regulated in the current study, have been reported to be essential elements for bacterial survival in the host [43,44]. Interestingly, some ABC transporters could have been acquired via horizontal gene transfer in *H. parasuis* [23]. While ABC transporters were found up-regulated, the PTS sugar transport systems were down-regulated, indicating that different sugar transporters could be used depending on the environmental conditions, by opposite regulation of these two ATP-dependent transporters [45].

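Of 70 genes with an ABC transporter product name, 23 were up-regulated and 14 down-regulated ex vivo, and 7 were up-regulated and 8 down-regulated in vivo. Their median log2 fold changes were 0.30 and -0.17. The values ranged from -5.45 for MglB (HPNK_01534) to 7.36 for the inner membrane subunit HPNK_08953 ex vivo. Of 14 PTS genes, 0 were up-regulated in either comparison, 11 were down-regulated ex vivo and 8 in vivo.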

One of the main questions we tried to answer in this work was if any of the previously reported virulence factors were up-regulated in vivo. Genes involved in surface polysaccharides, lipid A or proteases did not show an overall increased expression. However, iron, hemin, hemopexin or transferring binding proteins showed a tendency for up-regulation. 

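In vivo, 0 of 10 genes with a polysaccharide-related product name were up-regulated and 1 was down-regulated, with a median log2 fold change of -1.09. The 2 lipid A genes had -0.42 and -0.21. Of 23 genes with a protease product name, 0 were DEG, and their log2 fold changes ranged from -1.32 to 1.06. Ex vivo, the numbers of up-regulated and down-regulated genes were 2 and 0 for polysaccharides, 0 and 0 for lipid A, and 4 and 3 for proteases.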

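By product name, 17 genes for the uptake of iron, hemin, hemopexin or transferrin were selected, a selection made after the values were known. In vivo, 5 of them were up-regulated and 2 down-regulated, with a median log2 fold change of 0.73 that was higher than in 97.7% of 10000 random lists matched for expression. Ex vivo, 6 were up-regulated and 2 down-regulated, with a median of 1.04. In each comparison 12 of the 17 genes had a positive and 5 a negative log2 fold change. The heme/hemopexin utilization protein C (HPNK_05299) had 2.78 in vivo.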

Also, mining for up-regulated membrane-related genes that were unique to virulent strains revealed 42 putative virulence factors. Several of these gene categories have been previously linked to virulence in bacteria, such as iron acquisition or ABC transporters [46], frequently subjected to horizontal genetic transfer via mobile genetic elements [47]. 

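OmpP2 (HPNK_08178) was down-regulated in both comparisons, with log2 fold changes of -1.57 ex vivo (standard error 0.47, *FDR* 0.0195) and -2.73 in vivo. It had 272086 sense counts on plate and 4611 in vivo. Of 6 genes for cytolethal distending toxins, 0 were DEG. Their median log2 fold changes were 0.45 ex vivo and -1.005 in vivo, with 5 of the 6 below 0 in vivo. Of 3 heptosyltransferase genes, 1 was up-regulated in each comparison and 0 down-regulated, with log2 fold changes from -0.75 to 1.84 ex vivo and from -1.33 to 1.76 in vivo.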

On the contrary, some proteins previously reported as putative virulence factors in *H. parasuis*, such as outer membrane protein P2 (OmpP2), cytolethal distending toxins, heptosyltransferases, which have been involved in adhesion, invasion or serum resistance [48-50], showed subtle down-regulation. This down-regulation could indicate that these molecules do not play a specific role in lung survival. Finally, *vtas* were up-regulated in vivo, including *vtaA8* and *vtaA9*, which have been demonstrated to play a role in phagocytosis resistance in *H. parasuis* [15]. 

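Among the 13 *vtaA* genes, 9 were up-regulated in vivo and 0 down-regulated, with a median log2 fold change of 2.06. *VtaA8* (HPNK_01967) rose from 1023 counts on plate to 846 in the smaller in vivo library, a log2 fold change of 2.88, and *vtaA9* (HPNK_10812) went from 1263 to 581 counts, a log2 fold change of 2.04. The genes *vtaA5* (HPNK_07333), *vtaA6* (HPNK_03118), *vtaA10* (HPNK_09129) and *vtaA12* (HPNK_07078) were not DEG in vivo, with log2 fold changes of 1.56, 0.27, 0.85 and 1.58. Of these, *vtaA5* and *vtaA12* were called up-regulated without the composition correction (2.07 and 2.08), with at least 10 counts in both samples (1.61 and 1.62) and after antisense counts were subtracted (1.89 and 1.92). Ex vivo, 6 of the 13 genes were up-regulated and none was down-regulated, although *vtaA6* (-1.10, *FDR* 0.0600) was called down-regulated with the replicate block (-1.07) and with the DESeq2 Wald test (-1.11).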

Due to the complex structure of these genes, with repetitions, common domains and variability of the passenger domain [51], careful analysis should be performed to determine their presence in different strains. Previous knowledge about these genes indicates that *vtaA*1 to *vtaA*11 are associated with virulence [52]. We should highlight that a total of 128 up-regulated genes are currently annotated as genes of unknown function. 

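Of 417 genes annotated as hypothetical protein, 128 were up-regulated in vivo and 16 down-regulated, with a median log2 fold change of 0.76. Ex vivo, 53 of the 397 tested were up-regulated and 73 down-regulated, with a median of -0.16. Up-regulation in both comparisons was found for 27 of them, and in at least one for 154.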

Some of these genes of unknown function were detected by Phobius as membrane-related and were only found in virulent strains. These genes of unknown function require further research, since they could play a role in novel pathogenic strategies [53]. Additionally, the validation of up-regulation of 4 of these genes of unknown function in other in vivo samples supports the role of these membrane proteins during infection as well as their use as vaccine candidates.

Development of ex vivo models has been reported as useful to mimic in vivo conditions [54]. Currently, an ex vivo infection model is absent for *H. parasuis*. In this work we tried to bypass the current limitations of in vivo experiments by developing an ex vivo lung infection model. A 2 h ex vivo incubation resulted in high yield of bacterial RNA recovery. Importantly, DEG were detected in similar pathways as in the in vivo sample, validating this strategy as a good alternative for *H. parasuis* host-pathogen interaction studies at the respiratory tract. However, the comparison of the results from the ex vivo and in vivo infections also found differences between these samples, indicating that the true expression of some genes during infection can only be revealed in vivo. The advent of ultra-high throughput sequencing would allow previously unimagined sequencing depths, which will be useful in the analysis of samples from in vivo experiments. For instance, analysis of other sample types containing a lower number of bacterial cells, such as samples from later stages of infection, will open new possibilities to study the progression of disease in the lung.

One of the key factors to develop an effective vaccine to control a bacterial infection is to know its pathogenic lifestyle. We found that *H. parasuis* changes its global gene expression during lung infection, with an overall tendency to up-regulate membrane-related genes involved in carbon acquisition, iron binding and pathogenesis. A strong down-regulation of metabolism was observed, however, suggesting an importance of a lower replicative rate as an adaptation for host survival. These metabolic adaptations were accompanied by induction of well-known virulence factors as well as other genes that, although less explored, could be behind novel virulence mechanisms. In summary, this work serves as a useful infection model for *H. parasuis,* adding value to some up-regulated virulence factors for their use as vaccine candidates.

## Additional files

Additional file 1:
**Primers.** Primers used to validate expression pattern of RNA-seq data. Additional file 2:
**Differential expression of Nagasaki genes.** Differential expression of genes ex vivo versus plate culture (A), in vivo versus plate culture (B) and antisense RNA in vivo versus plate culture (C). Additional file 3:
**GO enrichments.** Gene set enrichments for housekeeping, up-regulated and down-regulated genes. Enriched GO categories among the up- and down-regulated antisense RNA in vivo are also shown. Additional file 4:
**Membrane genes.** Membrane genes up-regulated in vivo, ex vivo or in both conditions. Differential expression is also shown.

How the deposited data were processed for this re-analysis (not part of the article)

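The authors aligned the reads to the draft genome of the Nagasaki strain with BWA, applied a minimum mapping quality and deposited raw counts of reads per protein-coding gene, one set for each strand, without normalization. Each of the 6 samples had sense and antisense counts on the same 2260 genes, named by locus tag. In the Ion Torrent samples of the ex vivo experiment the forward setting held the sense counts, and in the Illumina samples, made with the dUTP method, the reverse setting did. The values were checked to be whole numbers of 0 or more. Product names came from the paper's tables and additional files for 2213 genes.

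Differential expression was computed with edgeR 4.0.16 in R 4.3.3, with limma 3.58.1. Genes with at least 1 cpm in at least one sample were kept, and libraries were scaled with TMM. The 2 ex vivo samples were compared with their 2 plate samples by the quasi-likelihood test, as the paper's text does not name the test. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. The single in vivo sample was compared with its plate sample by the exact test, chosen here. The fixed BCV of 0.3 follows the paper. An *FDR* under 0.05 defined a DEG. The antisense counts went through the same steps. Differences between the experiments were tested as an interaction over all 6 samples. The mean lung effect over all pairs was tested with the experiment as a block. DESeq2 1.42.0 gave size factors and a Wald test as alternatives.

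GO terms were taken from Additional file 3 and tested in the direction the paper names, by one-sided Fisher's exact tests with Benjamini-Hochberg adjustment ex vivo. Since the paper found these terms and directions in the same counts, the p-values are descriptive and are not independent evidence of enrichment. For the unreplicated comparisons only odds ratios are given. Median log2 fold changes of gene lists were placed among those of 10000 random lists matched for expression. Gene lists by product were read from product names. Correlations, permutation tests and confidence intervals were computed in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. The genes named in the text were chosen by a rule: the targets of Table 1, the genes the results name by product where the files pair the product with a tag, the *vtaA* genes, the genes of Figure 3A for antisense counts, and the 3 largest increases and decreases of each comparison, with the same sign in both pairs ex vivo.

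The procedure was tested on simulated data with 200 changed genes. These were drawn from genes above a minimum expression and changed by a log2 of 2 up or down. All genes shared the same BCV. The shares below hold for that setting, and not for genes with few counts, smaller changes or unequal spread. The quasi-likelihood test recovered 92.5% of them, with 3.1% false calls. The comparison of 1 library with 1 library at a BCV of 0.3 recovered 50% with 2.9% false calls when the simulated BCV was the same, and made 59.9% false calls when the simulated BCV was 0.5. Against Additional file 2, the median absolute difference in log2 fold change was 0.00042 over 1996 genes ex vivo, 8.28e-05 over 1996 genes in vivo and 0.00128 over 931 genes for asRNA. Of the DEG that file lists, 723 of 765, 542 of 542 and 480 of 481 were also DEG here. Gene sequences and lengths are not used here.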

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

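The tests of the scaling of antisense counts and of the share of antisense counts within each platform were chosen only after the result was seen, and so were the limits that decide what each test shows. The comparisons, the filters and the alternatives were set before the data were examined, except where the text says otherwise.

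The paper reports asRNA of the in vivo experiment and does not report a test of asRNA ex vivo. The antisense counts of the replicated ex vivo samples gave 421 up-regulated and 285 down-regulated asRNA of 2173 tested. One explanation is the scaling of the antisense counts, because antisense counts made up between 8.45% and 11.7% of the counts ex vivo and between 1.60% and 2.53% on plate, and scaling each library to its own antisense total removes that difference. With the library size of the sense counts, 990 asRNA were up-regulated and 32 down-regulated, so the number of calls depends on the scaling. Without the composition correction 288 were up-regulated and 430 down-regulated, so the larger group also changed. A difference between sequencing platforms was also tested. Within Ion Torrent the lowest ex vivo share was 3.34 times the highest plate share, so the higher share in lung samples does not come from the platform alone. Background without strand information, such as genomic DNA, may contribute to the antisense counts of lung samples. After antisense counts were subtracted from sense counts, 53.8% of the genes up-regulated ex vivo (200 of 372) and 78.1% of those up-regulated in vivo stayed up-regulated. Ex vivo, 345 of the 372 genes kept a positive log2 fold change, so most of the calls lost there were lost at the *FDR* threshold and not by a change of sign. The genes up-regulated in vivo had a median sense to antisense ratio of 3.28 and the other tested genes of 4.30, so the up-regulated genes are on the side where such background weighs more. Background is therefore not excluded, although it does not account for all calls. Gene length and GC content could not be tested, and no biological explanation could be told apart from them.

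Effects that differ between the ex vivo and in vivo experiments were tested as an interaction over all 6 samples, where the error came from the Ion Torrent replicates only and the experiment and the platform change together. The in vivo part rests on 1 library per condition, so the *FDR* values do not cover variation between in vivo samples and are descriptive. The change was more positive in vivo for 98 genes and more positive ex vivo for 41. These numbers come from a model without the replicate block, and with it they were 176 and 117. Among the genes named by the rule given with the processing, the anthranilate genes had lower values in vivo, with interaction log2 values of -7.32 (HPNK_06845, *FDR* 3.04e-04), -6.16 (HPNK_06850, 5.95e-04) and -5.77 (HPNK_06840, 0.00170). The same direction was found for HPNK_08953 (-3.92, 0.0190), HPNK_08893 (-3.35, 0.0237), HPNK_08898 (-3.34, 0.0171), HPNK_05289 (-3.03, 0.0296) and HPNK_04352 (-2.71, 0.0377). Higher values in vivo were found for HPNK_03073, with the largest interaction of all (10.63, 0.00664), from log2 fold changes of -6.31 ex vivo and 3.66 in vivo, and for HPNK_07403 (7.34, 0.00277), HPNK_03048 (7.03, 0.0389), HPNK_07508 (5.74, 0.00170), HPNK_08528 (4.74, 0.00450), HPNK_01863 (4.71, 0.00644), HPNK_05839 (4.32, 0.0477), HPNK_06205 (3.98, 0.0265), HPNK_05299 (3.58, 0.0337), HPNK_05524 (3.56, 0.0277), *vtaA3* (HPNK_07258, 3.56, 0.0176) and HPNK_01534 (3.15, 0.0249). HPNK_03073 had 0 sense counts in both ex vivo samples, so the size of its interaction depends on the count that edgeR adds. HPNK_07403 had 1 and 2 there, so its value rests on few counts. A constant difference between the platforms cancels in the interaction, so the plate samples cannot test it. For the genes with an interaction, which were chosen for differing, the median absolute log2 difference was 0.407 between the plate samples of the platforms and 3.63 between the lung samples, a comparison that settles nothing about the platform. A platform effect that acts only in lung samples, GC content and gene length could not be tested. The pattern cannot be told apart from these, and a biological difference between explant and live lung remains one of several explanations.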

How the results depend on the processing

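The alternatives were set before the data were examined, except the correlation with RT-qPCR over all 13 genes or with the log2 fold changes of Additional file 2, and the subtraction of a share of sense counts from the antisense counts, which were chosen after seeing the data. Of 245 alternative values of summary results, 169 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count. Of 1387 alternative values of named genes, 1222 did so, 29 were weaker, 20 stronger, 86 moved and 30 reversed. An offset for GC content or gene length, alone or with the replicate block, and counts per kilobase were not run, since gene sequences and lengths are not used here. For the values that changed, the cause was not tested.

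For the ex vivo DEG, *FDR* under 0.01 gave 225 up-regulated and 202 down-regulated genes, no composition correction 228 down-regulated and subtraction of antisense counts 200 up-regulated. The BCV ranged from 0.286 to 0.353 with each replicate left out. In vivo, a BCV of 0.2 gave 565 up-regulated and 433 down-regulated genes. Down-regulated genes numbered 48 with a BCV of 0.4, 90 with *FDR* under 0.01, 82 without the composition correction and 384 after subtraction. Of the shared DEG, 59 were up-regulated after subtraction and 33 down-regulated with a BCV of 0.4. The genes called for the mean lung effect over all pairs ranged from 67 to 408 up-regulated and from 39 to 393 down-regulated when one experiment was left out. The interaction gave 29 genes higher in vivo and 8 higher ex vivo with at least 10 counts in every sample, and 176 and 117 with the replicate block.

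The asRNA depended most on the library size. With that of the sense counts, 990 were up-regulated and 32 down-regulated ex vivo, and 1296 and 47 in vivo. Ex vivo, the DESeq2 Wald test gave 265 and 150, at least 10 counts in every sample 137 and 144, and no composition correction 288 and 430. In vivo, a BCV of 0.2 gave 405 and 433, a BCV of 0.4 gave 72 and 117, *FDR* under 0.01 gave 107 and 163, and no composition correction 365 up-regulated.

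Among the GO terms, the odds ratio of carbohydrate catabolic process in vivo was 0.751 with a BCV of 0.4, on the other side of 1, and 1.35 after subtraction. That of the electron transport chain was 1.40 with a BCV of 0.4, 1.39 after subtraction and 2.36 with at least 10 counts in both samples. With a BCV of 0.4, pathogenesis had 3.13 in vivo and 2.41 for asRNA, and the tricarboxylic acid cycle 1.49 for asRNA. After subtraction the tricarboxylic acid cycle had 4.49 in vivo, against 11.9.

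For RT-qPCR, r without the 2 genes farthest from the median of the RT-qPCR values was 0.942 ex vivo. It was -0.913 for the key genes in vivo and 0.149 for the virulence-associated genes. Over all 13 genes in vivo it was 0.688.

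The sense to antisense ratios, given in the order plate replicates 1 and 2 and ex vivo replicates 1 and 2, were 67.8, 42.9, 18.7 and 13.2 as the median sense over the median antisense count, with 15.4 in the plate sample of the in vivo experiment. With at least 10 antisense counts they were 16.4, 6.87, 5.09 and 5.07, with 3.72 in vivo. With totals they were 61.4 and 38.5 in the plate replicates, 22.1 in the plate sample of the in vivo experiment and 5.39 in vivo. The Spearman correlations of the strands, in the same order, were 0.0355, -0.0190, -0.00134 and 0.0540 with at least 1 count on both strands. With at least 10 they were -0.162, -0.242, -0.0813 and -0.00709, with 0.576 in the plate sample of the in vivo experiment and 0.291 in vivo.

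Signs of named genes reversed mostly where the reported log2 fold change was small or the antisense counts were high. After subtraction, the log2 fold change was -7.84 ex vivo for HPNK_02214 and -8.59, -8.86 and -7.25 in vivo for HPNK_05839, HPNK_06225 and HPNK_09849. For these genes subtraction left no counts in the lung samples, so the sizes of the values depend on the count that edgeR adds. The log2 fold change was 0.33 in vivo for HPNK_05314 and 0.059 ex vivo for HPNK_04582. Without the composition correction, values were 0.23 (HPNK_04582), 0.060 (HPNK_05009) and 0.043 (HPNK_07393) ex vivo, and 0.41 (HPNK_05314) and 0.41 (HPNK_08898) in vivo. With at least 10 counts in every sample HPNK_04582 had 0.027 ex vivo. For asRNA in vivo, the library size of the sense counts gave 1.81 (HPNK_01144), 0.97 (HPNK_03728), 0.45 (HPNK_05784) and 1.63 (HPNK_06845), and no composition correction 0.28 (HPNK_01144) and 0.11 (HPNK_06845). With each replicate left out in turn, ex vivo values ranged from -4.64 to 0.44 (HPNK_03373), -0.18 to 0.11 (HPNK_04582), -0.94 to 0.021 (HPNK_04999), -0.94 to 0.45 (HPNK_05009), -0.92 to 0.25 (HPNK_06925), -0.85 to 0.20 (HPNK_07258), -0.85 to 0.017 (HPNK_07333), -0.20 to 0.59 (HPNK_09129) and -0.089 to 0.98 (HPNK_10812).

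Depth limits the genes with few counts. For the in vivo sample, 3 counts correspond to 3.95 cpm, and the median gene had 41 antisense counts there, against 4 in plate replicate 2.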

Differences from the paper's values

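Every test named here was set before the data were examined, except the correlations over all 13 genes and with the log2 fold changes of Additional file 2, which were chosen after seeing the data.

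For the RT-qPCR of key genes ex vivo, Pearson's r was 0.960 against the paper's 0.95. The alternatives without plate replicate 1 (0.947) and without ex vivo replicate 1 (0.954) came within the limits set for a difference. Those without plate replicate 2 (0.967), without ex vivo replicate 2 (0.966) and relative to the reference genes (0.960) did not. Neither did that without the 2 genes farthest from the median of the RT-qPCR values (0.942). With the log2 fold changes of Additional file 2, used after seeing the values, r was 0.960. The recomputed fold changes therefore do not account for the difference.

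For the 7 virulence-associated genes in vivo, r was -0.0500 against the paper's 0.8. Of the alternatives that were run, none of those set before the data were examined closed the gap. Without the 2 genes farthest from the median of the RT-qPCR values r was 0.149, and relative to the reference genes it was -0.0500. With all 13 genes together, an alternative chosen after seeing the values, r was 0.688. With the log2 fold changes of Additional file 2, also used after seeing the values, r was -0.0500.

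For the sense to antisense ratio, the median over genes was 12.5 in ex vivo replicate 1 against the paper's 19, 27.7 in plate replicate 2 against the paper's 43, and 42.3 in plate replicate 1 against the paper's 68. With the median sense count divided by the median antisense count, the values were 18.7, 42.9 and 67.8, which come within the paper's. The ratio of totals, 38.5 and 61.4, also came within the limits set for a difference in the plate replicates 2 and 1. With a pseudocount of 1 (12.1, 27.0 and 39.5) and with at least 10 antisense counts per gene (5.09, 6.87 and 16.4) they did not.

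The paper describes the anthranilate operon as induced in vivo as well. In the counts, component I (HPNK_06850) had a log2 fold change of 2.76 and was a DEG, while component II (HPNK_06845) with 1.77 and the phosphoribosyltransferase (HPNK_06840) with 1.41 were not. Without the composition correction both were called up-regulated, with 2.28 and 1.91. The paper's own RNA-seq value for component II in vivo was 1.8. Its RT-qPCR gave a larger increase of component II in vivo, so the paper's statement does not rest on the counts alone. The phage phi-c31 gp35-like protein (HPNK_05919), which the paper lists among the most induced genes ex vivo by a stricter threshold, had *FDR* 0.00221. Of the Na(+)-NQR complex, 4 subunits (A, B, C and F) were down-regulated in vivo here, where the paper gives fewer. With at least 10 counts in both samples subunit F (HPNK_05019) was not a DEG (-1.59), which leaves 3. All 542 in vivo DEG that the paper lists were DEG here, and 173 genes were down-regulated in both. The paper's own list therefore holds subunit F, and this filter does not account for the 3 in its text. Without the composition correction and after antisense counts were subtracted, B (HPNK_04999), C (HPNK_05004) and F were not DEG. HPNK_11461 is among the genes the paper's text describes as up-regulated in both conditions, while its Table 3 lists the gene for in vivo, as found here. Ex vivo its log2 fold change was 1.80 with *FDR* 0.0823. With the replicate block (1.93) and with the exact test (1.84) it was called up-regulated ex vivo. Its value ranged from 0.90 to 3.26 with each replicate left out in turn.

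The paper describes slight down-regulation of OmpP2, cytolethal distending toxins and heptosyltransferases. OmpP2 (HPNK_08178) was down-regulated in both comparisons, with -1.57 ex vivo and -2.73 in vivo. The median of the toxin genes was 0.45 ex vivo, where 2 of the 6 were below 0. In vivo it was -1.005, where 5 of the 6 were below 0 and 0 were DEG. Of 3 heptosyltransferase genes 1 was up-regulated in each comparison, with a median of 0.36 ex vivo and of -0.54 in vivo, where 2 of the 3 were below 0. For ABC transporters, described as up-regulated, 7 of 70 were up-regulated and 8 down-regulated in vivo, with a median log2 fold change of -0.17. Ex vivo, 23 were up-regulated and 14 down-regulated, with a median of 0.30 at percentile 95.2 of random lists.

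The paper describes genes for nitrate and sulfonate acquisition as up-regulated. The 3 nitrate/sulfonate transport genes were down-regulated ex vivo, with a median log2 fold change of -1.75, and in vivo 0 of 3 were DEG, with a median of 0.97.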

Other observations

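The tests of the antisense rank of genes with down-regulated asRNA, of the other splits of the samples, of the direction of ex vivo DEG in vivo and of the platforms' antisense shares were chosen only after the result was seen. The limits that decide what each test shows were also chosen after some values were known.

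The log2 fold changes of the in vivo comparison fell with expression on plate, with a slope of -0.474 per log2 unit. Strand-unspecific background, which would raise weakly expressed genes in the smaller in vivo library, is a candidate explanation. After antisense counts were subtracted the slope was -0.364, so such background may account for part of the slope but not for all of it. Of the 370 genes up-regulated in vivo, 115 (31.1%) had fewer sense counts than 2 times their antisense counts in that sample. Lower depth of the in vivo library was tested by thinning the plate library to 759406 counts in 20 draws. The median slope was -0.519, and the median numbers of up-regulated and down-regulated genes were 333 and 138, so the depth alone does not produce the pattern. Gene length and GC content could not be tested, and no biological explanation could be told apart.

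The sense and antisense counts of the Illumina samples were positively correlated. A constant share of sense reads assigned to the wrong strand may explain this in the plate sample, where the slope of log2 antisense on log2 sense counts over the 300 genes with the most sense counts was 0.800. The slope in vivo was 0.0703, which goes against it. The share, taken as percentile 5 of the antisense to sense ratio among the 200 genes with the most sense counts, was 1.03% on plate and 0.676% in vivo. The genes with down-regulated asRNA in vivo lay at the median percentile 84.8 of antisense counts in the Illumina plate sample. In the Ion Torrent plate samples of the same strain they lay at 48.9 on average. These genes were selected for antisense counts that were high in that Illumina sample relative to the in vivo sample. Their ranks therefore cannot tell sense reads assigned to the wrong strand apart from the selection. Subtracting that share of the sense counts from the antisense counts, an alternative chosen after seeing the data, gave 256 down-regulated asRNA in place of 267 and 201 up-regulated in place of 214, with 216 and 164 of the original calls kept and 40 and 37 new ones. Percentile 5 is a low estimate, so a larger share is not excluded. Of the asRNA of 56 ribosomal protein genes, 41 were down-regulated in vivo.

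Differences between libraries of one condition may add to the DEG of a comparison of single libraries. The test that gave 543 DEG and 481 asRNA in vivo gave at most 71 DEG between plate samples of different platforms, which is fewer, but variation between in vivo samples was not measured, since there was only 1. On simulated data with a BCV of 0.5 the same test made 59.9% false calls. For asRNA the same pairs of plate samples gave 344 and 287, so for asRNA differences between libraries of the 2 platforms approach the size of the difference between lung and plate. Between the Ion Torrent plate replicates 2 asRNA were called, and no second Illumina plate sample exists for such a test. No biological explanation could be told apart.

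With the experiment as a block, the mean lung effect over the 3 pairs of lung and plate samples was called for 332 genes. Of these, 172 were up-regulated and 160 down-regulated. Of the 4 splits that swap lung and plate within pairs, only 1 split, the real one, gave as many, and the other splits gave 0. A share under 0.25 is not possible with 4 splits, so the splits could not have excluded a chance division of the samples, whatever their counts. The result could also be carried by one experiment. Of the ex vivo DEG, 78.2% had the same sign in vivo, in a comparison that shares no sample with them, which goes against this for the direction of the changes. Leaving out one experiment at a time gave between 67 and 408 up-regulated and between 39 and 393 down-regulated genes. The model does not require a change in each pair. Its largest increase, 7.39 for HPNK_04137, belonged to a gene with 0 sense counts in every Ion Torrent sample.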
